# Epigenetic profiles signify cell fate plasticity in unipotent spermatogonial stem and progenitor cells

**DOI:** 10.1038/ncomms11275

**Published:** 2016-04-27

**Authors:** Ying Liu, Eugenia G. Giannopoulou, Duancheng Wen, Ilaria Falciatori, Olivier Elemento, C. David Allis, Shahin Rafii, Marco Seandel

## Abstract

Spermatogonial stem and progenitor cells (SSCs) generate adult male gametes. During *in vitro* expansion, these unipotent murine cells spontaneously convert to multipotent adult spermatogonial-derived stem cells (MASCs). Here we investigate this conversion process through integrative transcriptomic and epigenomic analyses. We find in SSCs that promoters essential to maintenance and differentiation of embryonic stem cells (ESCs) are enriched with histone H3-lysine4 and -lysine 27 trimethylations. These bivalent modifications are maintained at most somatic promoters after conversion, bestowing MASCs an ESC-like promoter chromatin. At enhancers, the core pluripotency circuitry is activated partially in SSCs and completely in MASCs, concomitant with loss of germ cell-specific gene expression and initiation of embryonic-like programs. Furthermore, SSCs *in vitro* maintain the epigenomic characteristics of germ cells *in vivo*. Our observations suggest that SSCs encode innate plasticity through the epigenome and that both conversion of promoter chromatin states and activation of cell type-specific enhancers are prominent features of reprogramming.

## Abstract (web summary)

Spermatogonial stem cells (SSCs) spontaneously convert to multipotent adult spermatogonial-derived stem cells (MASCs). Here, the authors reveal the dynamics of bivalent histone H3-lysine4 and -lysine27 methylation signatures at somatic gene promoters in SSCs and ESC-like promoter chromatin states in MASCs.

As the precursors of germ cells, mammalian spermatogonial stem and progenitor cells (SSCs) undergo unipotent differentiation in the adult male gonad, while still possessing the ultimate developmental potency to propagate across generations. During *in vitro* expansion, mouse SSCs, despite being unipotent, are uniquely capable of abrogating lineage commitment and spontaneously converting to multipotent adult spermatogonial-derived stem cells (MASCs), which share many features with pluripotent embryonic stem cells (ESCs) derived from the inner cell mass (ICM), including the capacity to induce teratomas and contribute to chimeric animals (Fig. 1a)^1^,^2^. To date, this is the only known spontaneous reprogramming event that converts unipotent adult stem cells back to a near-pluripotent state without delivery of exogenous genes or gene products, which distinguishes it from transcription factor-driven conversion of fibroblasts to induced pluripotent stem (iPS) cells^3^,^4^. These observations indicate that intrinsic genetic and epigenetic features are responsible for reprogramming of SSCs. However, SSC conversion into MASCs is a rare event, and the underlying mechanisms remain largely unknown.

One possible explanation for the spontaneous loss of lineage commitment is that SSCs may preserve a latent ESC-like gene expression programme. Indeed, upon germline specification in the mouse embryo, somatic genes are mainly repressed in primordial germ cells (PGCs), while several ESC signature transcription factors exhibit transcriptional activation and their expressions are preserved at modest levels in spermatogonia, which include SSCs in the adult testis^5^,^6^,^7^. For example, SSCs express *Pou5f1* (also known as *Oct4*), which forms the core pluripotency circuitry with *Sox2* and *Nanog* in ESCs to sustain stem cell self-renewal and control the expression of many differentiation genes^8^,^9^. As the precursors of all subsequent germ cells, SSCs also express spermatogenesis-specific genes (for example, *Zbtb16*, *Piwil2*, and *Piwil4*) but repress regulators of somatic cell development (for example, *Foxd3* and *Lhx2*)^10^,^11^,^12^.

Among other potential regulators that enable spontaneous conversion of SSCs into MASCs, the covalent modification of histones plays a key role in cell-type specification^13^,^14^,^15^,^16^. Extensive studies have shown that histone modifications are closely associated with transcription^17^,^18^. Notably, trimethylation on histone H3 lysine 4 (K4me3) at promoters associates with gene expression, while polycomb repressive complex 2 (PRC2)-mediated trimethylation on histone H3 lysine 27 (K27me3) associates with gene silencing^18^. In ESCs, K4me3 and K27me3 co-localize at promoters of many developmental genes that control stem cell differentiation to both somatic and germline lineages^19^,^20^. Therefore, the K4me3+K27me3 ‘bivalent' modification is suggested to place promoters in a poised state, while its resolution to a K4me3 or K27me3 univalent modification state is generally believed to direct gene activation or complete silencing, respectively, during stem cell differentiation^20^. Enhancers also confer *cis*-regulation to gene expression by recruiting specific transcription factors, and enhancer activity is tightly controlled in a cell-type-specific manner^21^. The presence of the acetylation on histone H3 lysine 27 (K27ac) at genomic regions is considered to denote active enhancers^21^,^22^.

On the basis of these observations, we hypothesize that the epigenetic landscape of SSCs is plastic, and under certain yet unrecognized conditions may cause conversion back to an ESC-like state. Here we perform transcriptome sequencing (RNA-seq) and find that MASCs are distinguished from SSCs by reactivation of somatic lineage-specific genes and repression of spermatogenesis regulators. To elucidate the epigenomic regulation underlying SSC conversion, we describe the results of chromatin immunoprecipitation followed by sequencing (ChIP-seq) on SSCs and MASCs to identify changes in transcription-associated histone modifications at both promoters and enhancers of reprogrammed genes. This genome-wide study reveals that long-term *in vitro*-cultured SSCs, which are capable of unipotent differentiation to all germ cells in mouse testicular transplantation, closely align with MASCs and ESCs in global gene expression and histone modification. In SSCs and differentiating germ cells, unlike differentiated somatic cells (for example, fibroblasts), K4me3 and K27me3 co-localize to a significant number of developmental gene promoters, and half of these promoters are bivalently modified in both MASCs and ESCs. Notably, in MASCs, which function like pluripotent stem cells (for example, in blastocyst chimerism), K27me3 is erased from many genes crucial to early embryogenesis and stem cell maintenance but is acquired at promoters of most germ cell-specific genes. These selective epigenetic alterations closely correlate with gene expression changes and endow MASCs with an ESC-like promoter chromatin. This phenomenon distinguishes SSC conversion from fibroblast to iPS cell reprogramming, which involves global epigenetic changes and reconstitution of promoter bivalency. At enhancer loci, we note that the germ cell epigenetic ‘signature' is largely lost in MASCs compared with SSCs, while ESC-specific enhancers are partially activated after reprogramming. Notably, unipotent SSCs share substantial enhancer activity with multipotent MASCs and pluripotent ESCs. These shared active enhancers are predicted targets of many ESC signature transcriptional regulators, including the core pluripotency regulators, such as *Pou5f1*, *Sox2* and *Nanog*. Taken together, our results reveal the topography of global histone modifications in mouse SSCs and MASCs, and indicate developmental lineage-associated epigenetic signature changes before and after spontaneous SSC cell fate transitions.

## Results

### MASCs share their transcriptome and epigenome with ESCs

We first compared global gene expression among MASCs, ESCs and iPS cells using hierarchical clustering of RNA-seq results collected from each cell type (Supplementary Data 1). 

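The RNA-seq files cover 17 samples, namely 4 SSC lines, 6 MASC lines, 2 ESC lines, 2 iPS cell lines, 2 HSC cultures and 1 MEF sample. SSCs, MASCs, ESCs and iPS cells were grown on MEF feeder cells, and HSCs on endothelial feeder cells. For each sample the authors deposited an FPKM for every RefSeq transcript, together with the coverage that Cufflinks estimated for it. The authors made these values by aligning the reads to mm9 with TopHat, excluding PCR duplicates and reads that mapped to more than 1 place, and running Cufflinks with upper-quartile and GC-normalization. Supplementary Data 1 lists between 33891562 and 69997354 reads per sample, with medians of 51238480 in SSCs, 49055358 in MASCs and 47700736 in ESCs. The files hold no read counts, so the sampling error of a single value is unknown. At 1 FPKM, the Cufflinks coverage was between 1.26 and 3.23 reads per base, depending on the sample. Between 13532 and 16272 transcripts per sample had an FPKM of at least 1. Each file lists 33262 rows, of which 601 are further loci of a transcript that is already listed. The values given here are for the remaining 32661 transcripts, which carry 23891 gene symbols, on the scale log2(FPKM + 1). Cell types were compared with limma on this scale, with the line as the unit of replication and without a filter on low values. The means per cell type differ from those printed in Supplementary Data 5 by at most 4e-05.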

To ensure consistent transcriptional profiling, six MASC lines and two ESC lines of different genetic backgrounds were subcloned and analysed. 

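By the labels of Supplementary Data 1, ESC.1, MASC.1, MASC.2, SSC.1 and SSC.2 are of the OG background, and ESC.2, MASC.3, MASC.4, SSC.4, both iPS cell lines and the MEF sample are 129mix. MASC.5 and MASC.6 are Rosa, and SSC.3 and both HSC samples are B6. Over the 32661 transcripts, Pearson's r was between 0.943 and 0.984 for the 15 pairs of MASC lines (mean 0.960 ± 0.017, SD) and 0.960 for the pair of ESC lines. These are correlations across transcripts, which are not independent replicates. MASC.1 had an r of 0.968 with ESC.1 and 0.945 with ESC.2, and MASC.2 had 0.963 and 0.944. In the 129mix lines the order was the other way round, with 0.961 and 0.975 for MASC.3 and 0.959 and 0.978 for MASC.4. The Rosa lines had an r of 0.959 (MASC.5) and 0.961 (MASC.6) with ESC.1, and of 0.975 and 0.968 with ESC.2. No sequencing date or batch is given for any sample. To see whether equal replicate numbers mark SSC and MASC lines of one origin, the mean of each cell type was subtracted over the transcripts with an FPKM of at least 1 in at least 2 samples. The mean r between the remainders was -0.031 for the 4 pairs with the same number and 0.005 for the 20 pairs with different numbers.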

The iPS cell lines were generated by doxycycline induction in E13.5 mouse embryonic fibroblasts (MEFs) engineered with a polycistronic OSKM 4F2A cassette (*tetO-4F2A*)^23^. Both MASC and iPS cell lines could efficiently form tri-lineage teratomas, a key criterion for pluripotency. Consistent with previous studies^1^,^2^, MASCs were transcriptionally similar to ESCs and iPS cells, but distinct from differentiating germ cells pachytene spermatocytes^24^,^25^ and round spermatids^24^,^26^,^27^, as well as from cells committed to somatic lineages, like MEFs^28^ and haematopoietic stem and progenitor cells (HSCs) (Fig. 1b and Supplementary Fig. 1A).

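Mean Pearson's r between MASC and ESC lines was 0.963 ± 0.011 (SD over 12 pairs of lines, 32661 transcripts), and between MASC and iPS cell lines it was 0.954 ± 0.010 (12 pairs). With the MEF sample it was 0.819 ± 0.028 (6 pairs), and with the HSC samples 0.793 ± 0.012 (12 pairs). For each MASC line, the mean r with MEF and HSC samples was subtracted from the mean r with ESC and iPS cell lines. The difference was 0.157 ± 0.023 (SD, n = 6 lines) and lay between 0.118 (lowest line) and 0.175 (highest line), so that it was above 0 in 6 of 6 lines (exact sign-flip permutation test, p = 0.03125, the smallest p that 6 lines allow). When only transcripts with an FPKM of at least 1 in at least 2 samples were kept, the difference rose to 0.240, the largest move under any alternative. Pachytene spermatocytes and round spermatids are not in the files analysed here. From the clustering of these cell types, the paper concludes that MASCs resemble pluripotent cells and not committed somatic cells.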

To study the epigenetic characteristics of different cell types, we performed ChIP-seq for selected histone modifications that are closely associated with transcriptional activation (K4me3 and K27ac) and repression (K27me3). ChIP-seq results from MASCs, ESCs^29^,^30^,^31^, completely reprogrammed MEFs (iPS_MCV81, iPS.1 and iPS.2)^32^, incompletely reprogrammed MEFs (PiPS_MCV6 and PiPS_MCV8)^32^ and differentiated somatic^29^,^32^,^33^,^34^ or germ cells^24^,^26^,^27^,^35^ were collected from our lab or public databases (Supplementary Data 2). In each cell line, promoters were interrogated for significant K4me3 or K27me3 modification peaks with ChIPseeqer-2.0 (false discovery rate (FDR)<0.05)^36^. We then generated a statistical vector that evaluates the epigenetic likelihood of transcription at each promoter, represented by the peak intensity ratio between the two modifications K4me3 and K27me3 at the same promoter (see Methods). This vector was referred to as the promoter ChIP-seq read intensity ratio for histone modification (PRIM). Principal component analysis (PCA) analysis with PRIM values showed that MASCs, like iPS cells, closely resembled ESCs in terms of global promoter K4me3 and K27me3 modifications (Fig. 1c). This epigenomic similarity was also identified in PGCs isolated from E12.5–E14.5 embryos (Fig. 1c (pink)), which have the capability to achieve pluripotency during *in vitro* expansion^37^,^38^. For comparison, incompletely reprogrammed MEFs (PiPS_MCV6 and PiPS_MCV8) were epigenomically closer to MEFs than to iPS cells, MASCs and ESCs (Fig. 1c and Supplementary Fig. 1B (light green)). 

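The in-house lines were clustered by average linkage on their correlations over the 32661 transcripts. At 2 clusters, the 14 SSC, MASC, ESC and iPS lines were in 1 cluster and the HSC and MEF samples in the other. At 4 clusters, the 10 MASC, ESC and iPS lines stayed together, the 4 SSC lines formed a cluster of their own, and the 2 HSC samples and the MEF sample were separate. The MASC line with the highest r to MEF was MASC.1, at 0.871, against 0.798 to 0.831 for the other MASC lines.

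**Figure D1:**
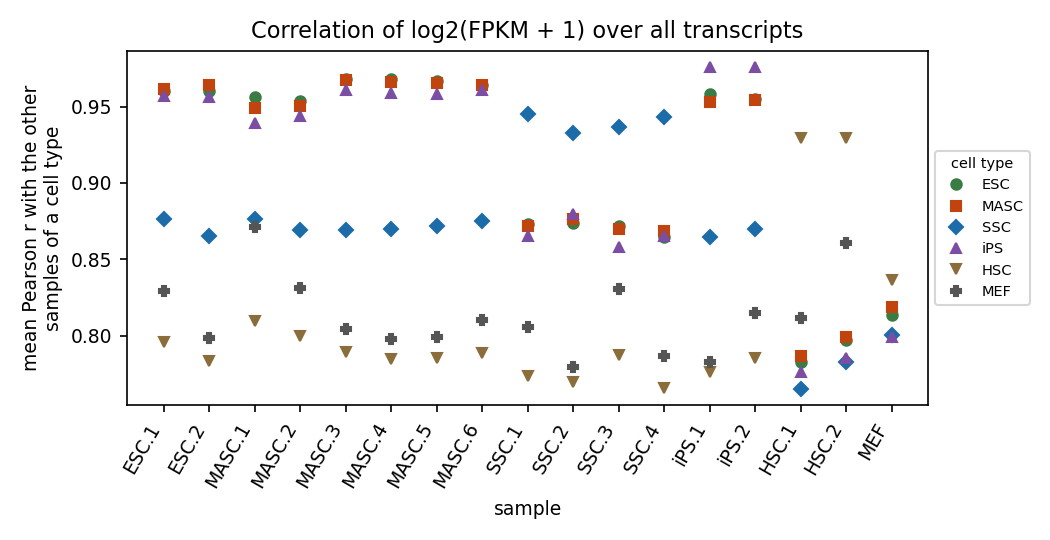
Mean Pearson's r of each of the 17 samples (x axis) with the other samples of each cell type (y axis, no unit), over log2(FPKM + 1) of all transcripts; each point is the mean for 1 sample and 1 cell type, marked by the cell type it is compared with. MASC lines have a mean r with ESC lines between 0.954 and 0.968 and with HSC samples between 0.784 and 0.810, and SSC lines have a mean r with MASC lines between 0.869 and 0.877.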

Similar results were observed when we repeated the analyses with only our in-house cell lines (Supplementary Figs 1 and 2). The robustness of transcriptomes and epigenomes of individual cell types was confirmed by the Pearson's correlation coefficients (*r*) between in-house and published data (Supplementary Fig. 3). Thus, our results demonstrate that MASCs, like fully reprogrammed MEF-derived iPS cells, closely resemble ESCs with respect to not only global gene expression but also promoter histone modification and relative K4me3/K27me3 enrichment.

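Of the 32661 transcripts, 5 differed between MASC and ESC lines by a log2 difference of at least 2 with an adjusted p under 0.05 in limma. Actc1 (NM_009608) was higher in MASC lines, at 2.64 ± 0.31 (SD, n = 6) on the log2(FPKM + 1) scale against 0.53 ± 0.07 (SD, n = 2) in ESC lines (adjusted p = 0.0035). The other 4 were short noncoding transcripts of 67 to 89 bases that had an FPKM of 0 in all 6 MASC lines. Of these, Mir3070b (NR_037231) was at 3.65 ± 0.05 in ESC lines (SD, n = 2), Mir199a-1 (NR_029585) at 4.75 ± 0.05, AF357425 (NR_046302) at 5.30 ± 0.64 and AF357426 (NR_046303) at 5.73 ± 1.05. For comparison, the same criterion gave 1262 transcripts between MASC and SSC lines. With the raw instead of the adjusted p, 48 transcripts differed between MASC and ESC lines, the largest count of any alternative, and the 2 ESC lines set how small a difference can be detected. With the replicate number as a block, the count was 2. Promoter histone modifications are not in the files analysed here. The paper takes the resemblance in expression, together with its promoter data, as evidence that MASCs are close to ESCs.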

### SSCs are epigenomically similar to multipotent cell types

In comparison with differentiated somatic or germ cells in our study, we noticed that the SSC transcriptome was very close to MASCs, ESCs and iPS cells, irrespective of genetic background or source of data (Fig. 1b and Supplementary Fig. 1A (red)). 

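SSC lines had a mean Pearson's r of 0.872 ± 0.009 with MASC lines (SD over 24 pairs of lines, 32661 transcripts), 0.871 ± 0.010 with ESC lines (8 pairs) and 0.867 ± 0.009 with iPS cell lines (8 pairs). Their mean r was 0.800 ± 0.023 with the MEF sample (4 pairs) and 0.774 ± 0.013 with HSC samples (8 pairs). Among themselves, SSC lines had a mean r of 0.94 ± 0.02 (6 pairs), which no SSC line reached with any MASC, ESC or iPS line, the highest r between an SSC and a MASC line being 0.891. Per SSC line, the mean r with MASC, ESC and iPS lines exceeded the mean r with MEF and HSC samples by 0.088 ± 0.016 (SD, n = 4 lines), with a range of 0.067 to 0.104. All 4 lines lay above 0, but with 4 lines the exact sign-flip permutation test cannot give a p under 0.05. The filter for an FPKM of at least 1 in at least 2 samples moved the mean most, to 0.132. By background, the mean r with MASC lines was 0.872 and 0.877 in the OG lines SSC.1 and SSC.2, 0.870 in the B6 line SSC.3 and 0.869 in the 129mix line SSC.4. From its own PCA and dendrogram, the paper observes that the SSC transcriptome lies near those of multipotent and pluripotent cells whatever the genetic background.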

Intriguingly, similar associations were also identified in our study of the epigenome. PCA analysis with PRIM from all promoters revealed that *in vitro*-cultured SSCs were epigenomically distant from any adult germ cells, including pachytene spermatocytes^24^,^27^, round spermatids^24^,^26^,^27^ and mature spermatozoa^26^, as well as from somatic cells like HSCs, macrophages, quiescent/activated-hair follicle stem cells and hair follicle transient-amplifying matrix cells^34^. Notably, the promoter epigenome of unipotent SSCs closely aligned with multipotent and pluripotent cells, including ESCs^29^,^30^,^31^, MASCs and iPS cells^32^ (Fig. 1c). Similar to SSCs, incompletely reprogrammed MEFs (PiPS_MCV6 and PiPS_MCV8) were positioned in the PCA analysis at an intermediate point between MEFs and iPS cells (Fig. 1c), consistent with their partial reprogramming status, as has been reported^32^.

### ESC-like bivalent promoter modifications in SSCs and MASCs

By using peak detection, we found that K4me3+K27me3 bivalent histone modifications were significantly enriched at many promoters in SSCs, the precursors of MASCs. In contrast, this ESC pluripotency-associated epigenetic signature was markedly less prevalent in the adult somatic stem and differentiated cell types we analysed (Supplementary Fig. 4A and Supplementary Data 3). Notably, bivalent promoters made up over 90% of the K27me3-marked promoters in SSCs, in stark contrast to other somatic cell types (Fig. 2a). Similarly, prominent coexistence of K4me3 and K27me3 histone modifications was detected only in multipotent and pluripotent cells (ESCs, MASCs and iPS cells) or in differentiating germ cells, but not in somatic cells (Fig. 2a). In somatic and germ cells, bivalent promoter modifications were mainly enriched at developmental genes that regulate their committed lineages, respectively. However, a broad range of embryonic developmental functions were identified in the bivalent genes in unipotent SSCs, as had been found in ESCs, MASCs and iPS cells (Supplementary Fig. 4B).

We noticed that over half (1,546/3,016) of SSC bivalent genes also possessed bivalent promoter modifications in MASCs and ESCs (Fig. 2b and Supplementary Data 4); such genes regulate embryonic development into both germline and somatic lineages (Fig. 2c). Although SSC bivalent genes mainly exhibited low expression in MASCs, a few were significantly activated in MASCs (Fig. 2d,e and Supplementary Data 4). 

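Supplementary Data 4, as available here, holds only its first part in alphabetical order, so that 886 transcripts of SSC bivalent genes were compared with the 9535 other transcripts whose symbols fall in the same part of the alphabet. The median of log2(FPKM + 1) over the 886 transcripts was 0.331 in SSCs (mean of 4 lines) and 0.292 in MASCs (mean of 6 lines), and 73.3% and 71.8% of them had an FPKM under 1. Over the other transcripts these medians were 1.05 and 0.793. By a log2 difference of at least 2 with a raw p under 0.05 in limma, 37 of the SSC bivalent transcripts (4.18%) were higher in MASCs and 10 (1.13%) were lower. Among the other transcripts, 160 (1.68%) were higher and 208 (2.18%) were lower. The odds ratio was 4.81 (Fisher's exact test, p = 4.39e-06). Transcripts are not independent replicates. The 37 transcripts carry 34 gene symbols, 36 of them had an adjusted p under 0.05 in limma, and for 33 every MASC line lay above every SSC line. The largest increase was that of Cdh1 (NM_009864), from 1.97 ± 0.98 (SD, n = 4) in SSC lines to 6.89 ± 0.15 (SD, n = 6) in MASC lines. The 886 transcripts are those that the paper assigned to a germline cluster, a clustering it made of its SSC bivalent genes. The rule that the paper states for these genes is both marks in at least 2 SSC lines. A wider list required both marks in at least 2 SSC data sets, counting a further data set beside the numbered SSC lines. On that list, 43 of 1135 transcripts were higher and 26 lower. The odds ratio then fell to 2.06 (Fisher's exact test, p = 0.00813). The paper reports that a few SSC bivalent genes are activated in MASCs although most stay at low expression.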

Conversely, we only identified 396 promoters with bivalent modifications shared among ESCs, MEFs and iPS cells (Supplementary Fig. 5A and Supplementary Data 4). There were several pluripotency and early development regulators that carried both K4me3 and K27me3 modifications in SSCs but only possessed K27me3 modification in MEFs (for example, *Fgf4*, *Foxd3* and *Wnt4*; Fig. 2f). Unlike MASCs, iPS cells did not completely establish bivalency for differentiation, as had been suggested by the substantial enrichment of developmental functions in the 2,958 bivalent genes only identified in ESCs (Supplementary Fig. 5B). During cell reprogramming, MEF bivalent genes displayed less transcriptional bias than those in SSCs (Supplementary Fig. 5C,D and Supplementary Data 4). 

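In the same alphabetical part of Supplementary Data 4, 595 transcripts were those of MEF bivalent genes. Between the mean of the 2 iPS cell lines and the MEF sample (no replicates), 43 of them (7.23%) were higher in iPS cells by a log2 difference of at least 2 and 28 (4.71%) were lower. Of the 9826 other transcripts, 458 (4.66%) were higher and 533 (5.42%) were lower. The odds ratio was 1.79 (Fisher's exact test, p = 0.0261). For SSC bivalent genes between SSCs and MASCs it was 4.81, or 2.06 with both marks required in at least 2 SSC data sets. The size of the contrast thus depends on the list of SSC bivalent genes. Whether these odds ratios differ from each other was not tested. Restricting the transcripts to those with an FPKM of at least 1 in at least 2 samples moved the value most, to an odds ratio of 3.34 (Fisher's exact test, p = 0.000854) for the 205 bivalent transcripts that remained. With 1 MEF sample, the spread between MEF cultures is unknown. The paper reports a smaller transcriptional bias for MEF than for SSC bivalent genes.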

These results suggest both that unipotent SSCs possess a plastic chromatin configuration characterized by bivalent histone modifications, a feature conserved with pluripotent cell types, and that bivalent genes in SSCs are generally poised for activation before converting to MASCs. These epigenetic characteristics make SSC reprogramming distinct from iPS formation.

### Transcriptional alterations following SSC reprogramming

To elucidate the genomic regulation underlying spontaneous reprogramming of SSCs, we then focused on 1,651 genes differentially expressed (>2-fold change) among SSCs, MASCs and ESCs (Supplementary Data 5). 

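By the criteria of the methods, 1651 of the 32661 transcripts had a log2 difference of at least 2 and a raw p under 0.05 in limma in at least 1 of the 3 pairs of cell types. All 1651 are in Supplementary Data 5, and they carry 1520 gene symbols. Between MASC and SSC lines 1311 met the criteria, between ESC and SSC lines 1471, and between ESC and MASC lines 48. The fit used 4 SSC, 6 MASC and 2 ESC lines. Since the methods apply the threshold on the log2 scale, a log2 difference of at least 2 is a 4-fold change. At a log2 difference of at least 1, that is 2-fold, the count was 6289, the alternative that moved it most. With the adjusted in place of the raw p, 1529 transcripts remained. A block for the replicate number in the line name gave 1709, and a block for the genetic background gave 1768.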

Hierarchical clustering based on gene expression assigned them into two major classes: class I, 738 genes activated in MASCs and ESCs (and relatively repressed in SSCs); and class II, 913 genes repressed in MASCs and ESCs (Fig. 3a and Supplementary Data 5). 

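The 1651 transcripts were clustered by centroid linkage on their centred correlation over the 12 lines. The highest cut with 2 large clusters put 743 transcripts in the one that was lower in SSCs (class I) and 908 in the one that was higher in SSCs (class II). Of the 743, 737 are class I in Supplementary Data 5, and of the 908, 907 are class II there. The median of log2(FPKM + 1) over the class I transcripts was 1.34 in SSCs, 4.29 in MASCs and 4.44 in ESCs. Single lines had medians of 1.10 to 1.37 in SSCs and 4.16 to 4.52 in MASCs, so that the cell types did not overlap. In 636 of the 743 transcripts, every MASC line lay above every SSC line. An FPKM of at least 1 was reached by 61.9% of class I transcripts in SSCs and by 96.5% in MASCs. Lowering the threshold to a log2 difference of at least 1 enlarged the classes most, to 2453 and 3836 transcripts.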

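Class I includes all 17 genes that Fig. 3a names for it. Their log2 differences between MASC and SSC lines ranged from 1.99 to 8.15, with a median of 4.92. In each of the 17, every MASC line lay above every SSC line (exact permutation test for each gene, p = 0.00476, the smallest that 6 lines against 4 allow). The paper chose these examples from transcripts selected for a difference among the same lines, so this p is not independent evidence. Pou5f1 (NM_013633), on chromosome 17 of mm9 from 35642977 to 35647722, had a log2(FPKM + 1) of 3.03 ± 2.44 (SD, n = 4) in SSC lines, 9.69 ± 0.18 (SD, n = 6) in MASC lines and 9.67 ± 0.15 (SD, n = 2) in ESC lines. Its FPKM was 94.5 in SSC.1 and between 1.37 and 5.42 in the other SSC lines, against 693 to 1007 in MASC lines. The log2 difference was 6.66 (standard error 0.89, adjusted p = 0.00036 from limma). Leaving out SSC.1 moved it most, to 7.84. Nanog (NM_028016) had a log2 difference of 6.03 (standard error 0.18) and Fgf4 (NM_010202) one of 5.98 (standard error 0.13). Within the OG background (2 SSC and 2 MASC lines) the differences were 5.75 for Pou5f1, 6.18 for Nanog and 5.74 for Fgf4, and within 129mix (1 SSC and 2 MASC lines) they were 6.99, 5.90 and 6.18.

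**Figure D2:**
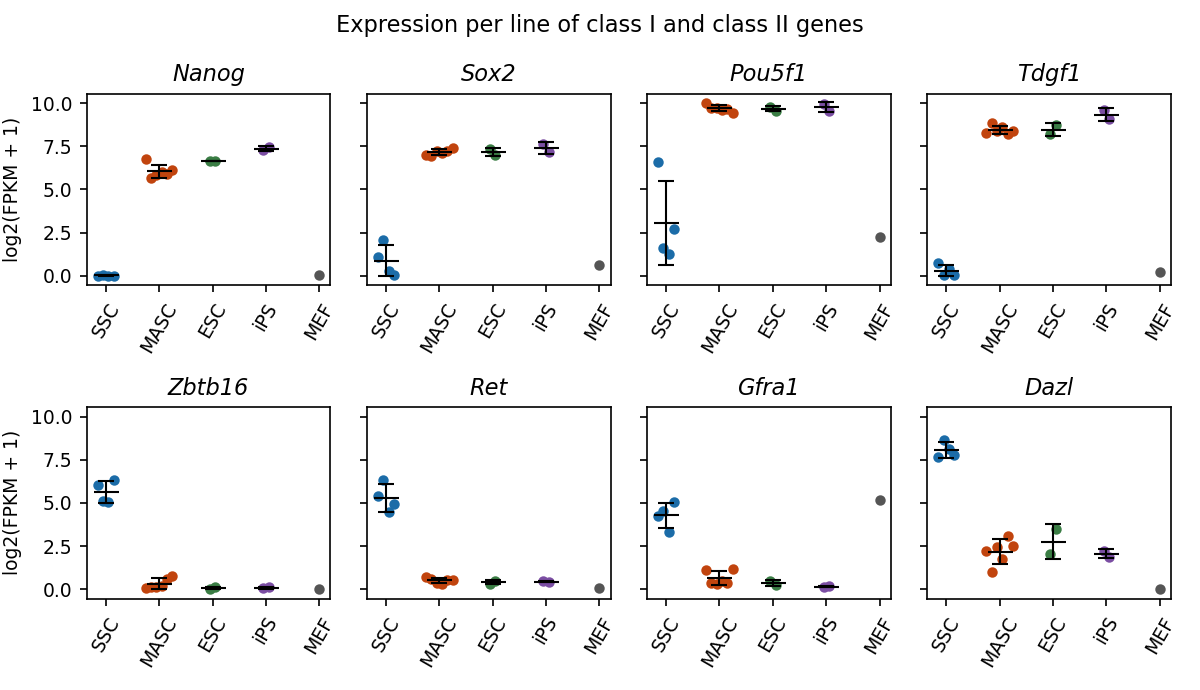
Expression, as log2(FPKM + 1), of 4 class I genes (top row) and 4 class II genes (bottom row) in SSC, MASC, ESC, iPS and MEF samples; each point is 1 sample, the horizontal bars are the mean and the error bars the SD (none for the single MEF sample). The means rise from 0.30 to 8.44 for Tdgf1 and fall from 5.63 to 0.31 for Zbtb16 between SSC and MASC lines, and Gfra1 is at 5.19 in MEF.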

Class I genes were mainly involved in ESC self-renewal and early embryonic development towards both somatic and germline lineages (for example, *Pou5f1*, *Nanog* and *Fgf4*; Fig. 3). Conversely, class II genes were highly expressed in SSCs and enriched with regulators of germ cell differentiation and meiosis (for example, *Zbtb16*, *Piwil2*, and *Piwil4*; Fig. 3). 

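All 18 genes that Fig. 3a names for class II were lower in MASC than in SSC lines, with log2 differences from -5.88 to -1.84 and a median of -3.32. All 18 had an adjusted p under 0.05 in limma, but they too are examples from transcripts selected for a difference among these lines. In 17 of them, every MASC line lay below every SSC line. The exception was Ddx4, with an FPKM of 20.1 in SSC.2 and 24.2 in MASC.5. Rgma, at -1.84, did not pass with a block for the replicate number (-1.85, adjusted p = 0.12 from limma). Nor did it pass with a block for the genetic background (-1.88, adjusted p = 0.065 from limma). Zbtb16 (NM_001033324), on chromosome 9 of mm9 from 48462402 to 48644050, fell from 5.63 ± 0.65 (SD, n = 4) in SSC lines to 0.31 ± 0.31 (SD, n = 6) in MASC lines on the log2(FPKM + 1) scale, and was at 0.08 ± 0.05 (SD, n = 2) in ESC lines. Its log2 difference was -5.32 (standard error 0.28, adjusted p = 1.3e-06). A pseudocount of 0.1 in place of 1 moved this value most, to -7.39, since its FPKM in MASC lines was between 0.0369 and 0.732. Piwil2 (NM_021308), on chromosome 14 of mm9 from 70772287 to 70828901, was at 6.36 ± 0.42 (SD, n = 4) in SSC lines and at 2.69 ± 0.38 (SD, n = 6) in MASC lines, a log2 difference of -3.67 (standard error 0.25, adjusted p = 6.1e-06). For Piwil4 the difference was -2.87 (standard error 0.46). The paper concludes from class II that regulators of germ cell differentiation are expressed in SSCs and repressed in MASCs and ESCs.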

Thus, SSC reprogramming involved induction of early embryonic genes that function in ESC self-renewal and differentiation into both somatic and germline lineages, while expression of spermatogenesis-specific genes was reduced in MASCs.

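Across all 32661 transcripts, 565 were higher and 697 were lower in MASC than in SSC lines by a log2 difference of at least 2 with an adjusted p under 0.05 in limma. For 539 of the higher and 649 of the lower transcripts, the 6 MASC lines and the 4 SSC lines did not overlap. The largest increases were those of Tdgf1 (log2 difference 8.15, standard error 0.18) and L1td1 (7.41, standard error 0.29). The largest decreases were those of Tex101 (log2 difference -6.61, standard error 0.20) and Tsc22d3 (-6.45, standard error 0.24). At a log2 difference of at least 1, 1972 transcripts were higher and 3137 lower, the largest counts of any alternative. A replicate block gave 511 higher and 614 lower transcripts, and a strain block gave 615 and 698. The paper concludes that conversion induces early embryonic genes and reduces spermatogenesis-specific ones.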

### Bivalent promoter modification poises gene activation in SSCs

To understand how the transcriptomes and epigenomes coordinated for cell reprogramming, we then investigated K4me3 and K27me3 modifications at promoters of the differentially expressed genes among SSCs, MASCs and ESCs. To distinguish epigenetically repressive promoters (PRIM^low^, either K4me3+K27me3 or univalent K27me3) from active promoters (PRIM^high^, univalent K4me3), a specific PRIM cutoff was identified for each cell type (Supplementary Fig. 6).

We hypothesized that reprogramming of SSCs without enforced expression of transcription factors would be associated with concomitant chromatin changes. Strikingly, genes that were transcriptionally activated in MASCs (class I) largely shared K4me3- and/or K27me3-marked promoter chromatin between SSCs and MASCs (Pearson's correlation with PRIM=0.82; Fig. 4a). Despite significantly increased expression after SSC reprogramming, we found that over half of the promoters that were epigenetically repressed in SSCs maintained low PRIM in MASCs (107 promoters, referred to as MASC^Stable I^; Fig. 4a (yellow dots), 4b and Supplementary Data 5). 

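The 107 transcripts that Supplementary Data 5 assigns to MASC^Stable I^ had a median log2(FPKM + 1) of 0.87 in SSCs and 3.81 in MASCs, with quartiles across transcripts of 0.36 and 1.66 in SSCs and of 2.96 and 4.85 in MASCs. Their median log2 difference between MASCs and SSCs was 2.61, and it lay between 2.53 and 2.81 when each of the 6 MASC lines was compared with the SSC mean. Of the 107, 106 were higher in MASCs, and in 99 every MASC line lay above every SSC line. An adjusted p under 0.05 with a log2 difference of at least 2 was reached by 90 of them. PRIM values are not in the files analysed here. The paper contrasts this rise in expression with promoters that it finds to keep a low PRIM.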

These MASC^Stable I^ genes included many of the bivalent genes found in SSCs by peak detection (Fig. 4e and Supplementary Data 5), and mainly function in stem cell differentiation and embryonic organ development into somatic lineages (for example, *Foxd3*; Fig. 4f,g).

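Foxd3 (NM_010425), on chromosome 4 of mm9 from 99322990 to 99325362, had a log2(FPKM + 1) of 0.32 ± 0.26 (SD, n = 4) in SSC lines, 3.83 ± 0.48 (SD, n = 6) in MASC lines and 4.12 ± 0.45 (SD, n = 2) in ESC lines. In FPKM, SSC lines were between 0.0768 and 0.631 and MASC lines between 8.31 and 19.1. The log2 difference of 3.50 (standard error 0.26, adjusted p = 1e-05) exceeded the SD within either cell type several times over. It was 2.79 within the OG background and 3.78 within 129mix, where SSCs are a single line. Changing the pseudocount to 0.1 raised it to 5.38, the largest move, since the SSC values lie below 1 FPKM. Foxd3 is among the genes for which the paper finds low PRIM in both SSCs and MASCs.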

We also found a small subset of class I gene promoters that either changed from a repressive state (SSCs) to an active state (MASCs), with complete erasure of K27me3 (100 promoters, MASC^Active^; Fig. 4a (dark green dots), 4e and Supplementary Data 5), or acquired *de novo* modifications, particularly K4me3, in MASCs (40 promoters, MASC^Modified^; Fig. 4a (light green dots), 4e and Supplementary Data 5). 

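Fgf4 (NM_010202), on chromosome 7 of mm9 from 152047291 to 152051148, had an FPKM of 0.00418 to 0.101 in the 4 SSC lines, 45.7 to 76.5 in the 6 MASC lines and 59.5 to 72.2 in the 2 ESC lines. On the log2(FPKM + 1) scale these are 0.05 ± 0.06 (SD, n = 4), 6.02 ± 0.25 (SD, n = 6) and 6.06 ± 0.19 (SD, n = 2). Nanog (NM_028016), on chromosome 6 of mm9 from 122657583 to 122664651, was at most 0.0435 FPKM in SSC lines and between 49.3 and 108 in MASC lines. Its log2(FPKM + 1) was 0.02 ± 0.03 (SD, n = 4) in SSC lines and 6.04 ± 0.39 (SD, n = 6) in MASC lines. The adjusted p from limma was 4.4e-09 for Fgf4 and 4.2e-08 for Nanog. At such low values in SSCs the size of the increase depends on the pseudocount, and with 0.1 in place of 1 the log2 differences were 8.97 for Fgf4 and 9.21 for Nanog.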

The MASC^Active^ and MASC^Modified^ subsets included many ESC signature genes associated with stem cell identity, such as *Fgf4* (MASC^Active^) and *Nanog* (MASC^Modified^; Fig. 4f,g). 

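By the groups of Supplementary Data 5, the median log2(FPKM + 1) in MASCs was 4.82 over the 100 MASC Active transcripts, 4.97 over the 40 MASC Modified transcripts and 3.81 over the 107 MASC^Stable I^ transcripts. Between MASC Active and MASC^Stable I^ the difference of medians was 1.01 (permutation test across transcripts, p = 0.00013). Between MASC Modified and MASC^Stable I^ it was 1.16 (permutation test, p = 0.0014). In ESCs these differences were 1.10 (permutation test, p = 0.00018) and 1.47 (permutation test, p = 7e-05). Transcripts are not independent replicates, and several share a gene. In each of the 6 MASC lines, the median of the MASC Active group (4.69 to 4.96) and of the MASC Modified group (4.36 to 5.04) lay above that of the MASC^Stable I^ group (3.73 to 4.04). Using means in place of medians moved the values most for MASC Modified, to a difference of 0.729 (permutation test, p = 0.0065), and keeping 1 transcript per gene symbol moved them most for MASC Active, to 1.20. The interquartile ranges of the groups overlapped.

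**Figure D3:**
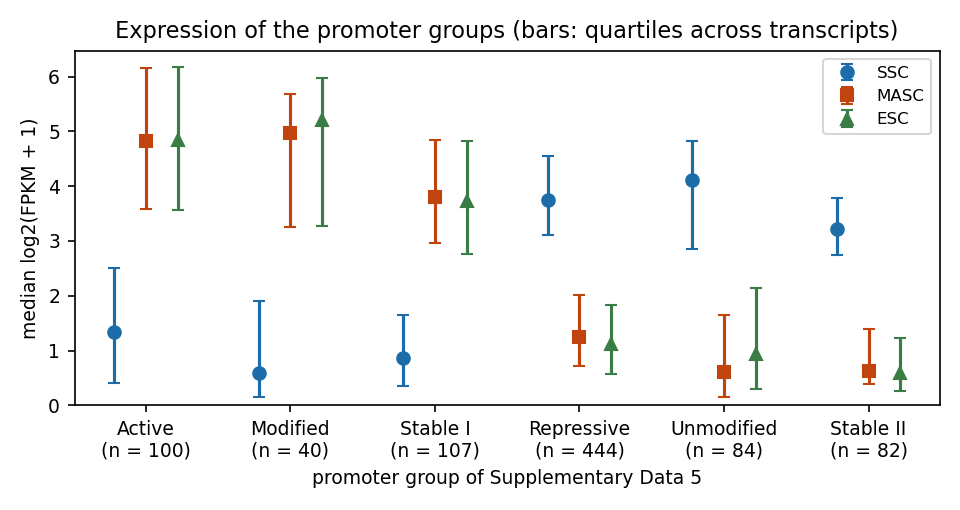
Median log2(FPKM + 1) in SSCs, MASCs and ESCs (y axis) of the transcripts in each promoter group of Supplementary Data 5 (x axis, with the number of transcripts); the bars span the lower to the upper quartile across transcripts. In MASCs the medians are 4.82 (Active), 4.97 (Modified), 3.81 (Stable I), 1.25 (Repressive), 0.60 (Unmodified) and 0.62 (Stable II).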

Compared with MASC^Stable I^ genes, MASC^Active^ and MASC^Modified^ genes were highly expressed in MASCs and ESCs, consistent with a strong impact of chromatin state changes on transcriptional regulation (Supplementary Fig. 7B). These three types of gene clusters included the majority of the pluripotency and developmental regulators activated in MASCs (Supplementary Fig. 7C).

Therefore, chromatin state changes were restricted to only ESC signature genes (class I, MASC^Active^ and MASC^Modified^), indicating that promoter chromatin state-associated transcriptional activation is both selective and gene specific. However, genes functioning in embryonic differentiation to somatic lineages maintained their bivalent promoter modifications in both SSCs and MASCs, consistent with recent observations in freshly isolated mouse spermatogonia^35^. Regulation of such genes during SSC reprogramming could be dominated by mechanisms that do not affect promoter histone modifications (for example, transcription factor binding at cell-type-specific enhancers).

### K27me3 marks germ cell-specific gene repression in MASCs

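The median of log2(FPKM + 1) over the 908 transcripts clustered into class II was 3.73 in SSCs, 1.17 in MASCs and 1.08 in ESCs. The medians of single lines were between 3.75 and 3.96 in SSCs and between 0.97 and 1.34 in MASCs. All 908 had a lower mean in MASC than in SSC lines and 906 had a lower mean in ESC lines, with a median log2 difference of -2.34 for MASCs and -2.40 for ESCs. In 794 of them every MASC line lay below every SSC line, and 697 had a log2 difference of at most -2 with an adjusted p under 0.05 in limma. In MASCs, 58.6% of them still had an FPKM of at least 1.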

In contrast to class I, class II included 913 genes that were highly expressed in SSCs but downregulated in MASCs and ESCs (Fig. 3a). Correspondingly, most class II gene promoters shifted from an active towards a more repressive chromatin state after reprogramming (Fig. 4c). In particular, nearly half of the class II gene promoters were modified with concomitant *de novo* K27me3 and decreased K4me3 marks in MASCs (444 promoters, MASC^Repressive^; Fig. 4c (dark red dots), 4e and Supplementary Data 5), encompassing three-fourths of class II gene promoters that were epigenetically active in SSCs (Fig. 4d). Significant increases in K27me3 were also observed at promoters that exhibited both repressive chromatin states and relatively low expression in SSCs and MASCs (82 promoters, MASC^Stable II^; Fig. 4c (yellow dots), 4e, Supplementary Fig. 8B and Supplementary Data 5). These transcriptionally poised genes (MASC^Repressive^ and MASC^Stable II^) typically regulate embryonic differentiation towards both germline and somatic lineages (for example, *Zbtb16* and *Lhx2*; Fig. 4f,g). 

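Lhx2 (NM_010710), on chromosome 2 of mm9 from 38206828 to 38225257, had a log2(FPKM + 1) of 3.79 ± 0.81 (SD, n = 4) in SSC lines, 0.39 ± 0.20 (SD, n = 6) in MASC lines and 0.30 ± 0.11 (SD, n = 2) in ESC lines. Its FPKM was between 7.13 and 29.1 in SSC lines and at most 0.617 in MASC lines. The log2 difference was -3.39 (standard error 0.31, adjusted p = 3.3e-05 from limma), and all 6 MASC lines lay below all 4 SSC lines. A pseudocount of 0.1 shifted it to -5.03, further than any other setting. The 444 MASC Repressive transcripts, which include Zbtb16, fell from a median of 3.75 in SSCs to 1.25 in MASCs, and the 82 MASC^Stable II^ transcripts, which include Lhx2, fell from 3.21 to 0.62.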

Furthermore, many spermatogenesis regulators exhibited substantial reductions in the K4me3 mark, yielding unmodified promoter chromatin in MASCs, such as *Piwil4* (MASC^Unmodified^; Fig. 4c (black dots), 4e–g and Supplementary Data 5). 

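In Piwil4 (NM_177905), on chromosome 9 of mm9 from 14506802 to 14545177, the log2(FPKM + 1) was 3.49 ± 1.21 (SD, n = 4) in SSC lines, 0.62 ± 0.33 (SD, n = 6) in MASC lines and 0.92 ± 0.13 (SD, n = 2) in ESC lines. The SSC lines ranged from 2.36 to 21.3 FPKM, and the lowest of them was still above the highest MASC line, at 1.13. The log2 difference was -2.87 (standard error 0.46, adjusted p = 0.0011). It was -3.09 within the OG background and -1.21 within 129mix, a difference between backgrounds that did not pass correction over the genes tested (adjusted p = 0.19 for the interaction in limma). Of the alternative settings, the pseudocount of 0.1 moved the log2 difference of Piwil4 most, to -4.08. In the 84 MASC Unmodified transcripts of Supplementary Data 5, the median fell from 4.11 in SSCs to 0.60 in MASCs.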

Expression of MASC^Unmodified^ and MASC^Stable II^ genes were generally much lower than the average class II genes in MASCs (Supplementary Fig. 8B).

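In MASCs, the median log2(FPKM + 1) was 0.60 over the 84 MASC Unmodified transcripts and 1.23 over the 829 other class II transcripts of Supplementary Data 5, a difference of -0.62 (permutation test across transcripts, p = 0.00014). Over the 82 MASC^Stable II^ transcripts it was 0.62, against 1.24 over the 831 others, also a difference of -0.62 (permutation test, p = 0.00012). Each of the 6 MASC lines showed the same order, with medians of 0.44 to 0.74 for MASC Unmodified and 0.49 to 0.95 for MASC^Stable II^, against 0.99 to 1.43 and 1.02 to 1.43 for the others. In ESCs the difference was -0.16 for MASC Unmodified (permutation test, p = 0.31) and -0.55 for MASC^Stable II^ (permutation test, p = 0.00048). With a pseudocount of 0.1, which stretches values near 0, the differences in MASCs widened to -1.27 and -1.18. In SSCs, MASC Unmodified transcripts had a median of 4.11 and MASC^Stable II^ transcripts one of 3.21.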

Thus, the majority of somatic genes with bivalent promoter modifications in SSCs remained epigenetically repressed in MASCs, irrespective of their transcriptional activities (MASC^Stable I^ and MASC^Stable II^) after reprogramming. However, most ESC signature genes and germ cell-specific genes varied their K27me3 modifications at promoters, while a few of them either acquired or erased K4me3 modification in MASCs. These two histone modifications significantly affected the promoter chromatin states of only a small subset of transcriptionally activated genes (class I), but more prominently affected the repressed genes (class II).

### Reciprocal alterations in enhancer activity in MASCs

We extended our analysis of epigenetic regulation beyond promoters by using K27ac ChIP-seq, which marks active enhancers, defined as intergenic regions with K27ac modification and without K4me3 modification (K27ac+/K4me3−).

A total of 5,383 enhancers were found to be active in at least one of the three cell types (SSCs, MASCs and ESCs) and were associated with 1,651 differentially expressed genes (Supplementary Data 6). As predicted, MASCs, having lost lineage commitment, shared more active enhancers with pluripotent ESCs (808, ME enhancers) than with unipotent SSCs (124, SM enhancers; Fig. 5a). 

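The available part of Supplementary Data 6 holds 1998 enhancers. Among the transcripts of Supplementary Data 5, 274 were associated with at least 1 of its 402 ME enhancers, and 67.5% of these were class I. For its 565 E enhancers, 298 transcripts were associated and 54.7% were class I. For comparison, the class I share was 59.5% near SM, 53.0% near SME and 50.0% near M enhancers. It was 28.0% near S and 32.8% near SE enhancers. The median log2 difference between MASCs and SSCs was 2.14 over the transcripts near ME enhancers and 1.63 over those near E enhancers. A transcript can be associated with several enhancers and so be counted for more than 1 type. K27ac signals are not in the files analysed here.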

These ME enhancers, together with those only active in ESCs (E enhancers), dominated around somatic and ESC signature genes activated in MASCs (class I; Fig. 5b). Conversely, germ cell-specific genes that were repressed in MASCs (class II) mainly associated with enhancers uniquely active in SSCs (S enhancers; Fig. 5b).

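With the 371 S enhancers in the available part of Supplementary Data 6, 193 transcripts of Supplementary Data 5 were associated, of which 139 (72.0%) were class II and 54 (28.0%) were class I. Their median log2 difference between MASCs and SSCs was -2.12, and 27.5% of them were higher in MASCs. Transcripts near the 146 SE enhancers were class II in 67.2% of cases and those near the 41 SM enhancers in 40.5%. Counted by class, 139 class II transcripts were near S enhancers, 135 near E, 95 near SME, 89 near ME and 86 near SE enhancers. A further 74 were near M and 17 near SM enhancers. In this part, class II transcripts were thus about as often near E as near S enhancers. The paper links S enhancers with germ cell-specific genes that MASCs repress, but from percentages of enhancers and from the full set.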

Of note, over one-third of enhancers active in both MASCs and ESCs were also active in SSCs (477, SME enhancers; Fig. 5a). A DNA motif search with HOMER revealed that many ESC signature transcription factors (for example, *Sox2* and *Pou5f1*) could bind at these common active enhancers, indicating that an ESC-like transcriptional programme might be partially active in SSCs (Fig. 5c and Supplementary Data 7). 

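Expression of the transcription factors themselves varied among the 4 SSC lines. Sox2 (NM_011443), on chromosome 3 of mm9 from 34548927 to 34551382, had a log2(FPKM + 1) of 0.86 ± 0.90 (SD, n = 4) in SSC lines and of 7.14 ± 0.17 (SD, n = 6) in MASC lines. Its FPKM was 1.13 in SSC.1, 3.13 in SSC.2, 0.196 in SSC.3 and 0.0455 in SSC.4, against 120 to 168 in MASC lines. Pou5f1 had an FPKM of 94.5 in SSC.1, 2.10 in SSC.2, 1.37 in SSC.3 and 5.42 in SSC.4, and Nanog had at most 0.0435 in any SSC line. In the MEF sample (no replicates), the FPKM of Sox2 was 0.560 and that of Pou5f1 was 3.74. The log2 difference of Sox2 between MASC and SSC lines was 6.27 (standard error 0.34, adjusted p = 1.7e-06), and with a pseudocount of 0.1 it was 7.77. Binding was not analysed here. The paper raises the possibility, from the motifs, of a partly active ESC-like programme in SSCs.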

This notion was supported by comparison with published ChIP-seq data in ESCs^39^,^40^, demonstrating that the ME and SME enhancers we identified were highly occupied by many ESC expressed transcription factors, particularly those at the centre of the pluripotency circuitry (*Pou5f1*, *Sox2* and *Nanog*; Fig. 5d, Supplementary Fig. 9 and Supplementary Data 6). Based on the ESC data, these transcription factors had the potential to bind at enhancers near both active genes (Class I) and repressed genes (Class II) in MASCs, but could preferentially occupy the promoters of active genes (Class I) (Fig. 5c,d). Conversely, the promoters of repressed genes (Class II) were potential targets of ESC differentiation regulators that lose expression in MASCs (for example, *Egr1/2*, *Rfx1*) (Fig. 5c and Supplementary Data 7), as well as the PRC2 subunit *Suz12* that mediates K27me3 modification (Fig. 5d and Supplementary Fig. 9)^39^,^40^.

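Egr1 (NM_007913) had a log2(FPKM + 1) of 6.20 ± 0.72 (SD, n = 4) in SSC lines and 3.76 ± 1.49 (SD, n = 6) in MASC lines, a log2 difference of -2.45 (standard error 0.79, adjusted p = 0.04 from limma). MASC lines differed widely, from 5.18 FPKM in MASC.3 to 78.8 in MASC.1, and overlapped with SSC lines, which were between 43.4 and 119. With the genetic background as a block, the log2 difference of Egr1 was -1.47 and no longer past the threshold (adjusted p = 0.1 from limma). Egr2 (NM_010118) fell from 2.87 ± 0.35 (SD, n = 4) to 0.41 ± 0.29 (SD, n = 6), a log2 difference of -2.46 (standard error 0.23, adjusted p = 3.9e-05), with all MASC lines below all SSC lines. Rfx1 (NM_009055) was at 4.22 ± 0.75 (SD, n = 4) in SSC lines and 3.39 ± 0.38 (SD, n = 6) in MASC lines. Its log2 difference of -0.83 (standard error 0.33, adjusted p = 0.086) was about as large as the SD among SSC lines and did not pass the threshold. Without SSC.2 it was -1.18 (adjusted p = 0.0048). Suz12 (NM_199196) was at 5.11 ± 0.65 (SD, n = 4) and 5.71 ± 0.65 (SD, n = 6), a log2 difference of 0.60 (standard error 0.39, adjusted p = 0.31), within the spread between lines. The paper reasons that promoters of repressed genes are potential targets of such regulators and of Suz12.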

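With all lines in the fit, none of the 4 regulators of late embryogenesis that the paper gives as examples had an adjusted p under 0.05 between MASC and SSC lines. The paper names them as potential binders at E enhancers, which are active only in ESCs. A contrast of MASC with SSC lines does not test that proposal. Usf1 (NM_009480) had a log2(FPKM + 1) of 6.29 ± 0.69 (SD, n = 4) in SSC lines, 5.71 ± 0.11 (SD, n = 6) in MASC lines and 5.74 ± 0.29 (SD, n = 2) in ESC lines. For Usf2 (NM_011680) these were 4.76 ± 0.37 (SD, n = 4), 4.90 ± 0.37 (SD, n = 6) and 4.83 ± 0.35 (SD, n = 2). Gata2 (NM_008090) and Gata4 (NM_008092) were lower in all of them, with 1.29 ± 0.53 (SD, n = 6) and 2.00 ± 1.15 (SD, n = 6) in MASC lines. In ESC.1 and ESC.2, the FPKM was 0.869 and 0.680 for Gata2 and 0.299 and 1.17 for Gata4. Between MASC and SSC lines the log2 difference was -0.58 for Usf1 (adjusted p = 0.13 from limma), 0.13 for Usf2 (adjusted p = 0.75), -0.55 for Gata2 (adjusted p = 0.33) and 0.30 for Gata4 (adjusted p = 0.84). The result for Usf1 depends on SSC.2, without which the difference was -0.91 (adjusted p = 0.00065 from limma). The replicate block moved Gata4 most, to 0.92 (adjusted p = 0.35 from limma).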

Unlike shared active enhancers in MASCs and ESCs (ME and SME enhancers), the 1,581 ESC-specific enhancers (E enhancers) were potential targets of many regulators of late embryogenesis (for example, *Usf1/2* and *Gata2/4*) but not the core pluripotency transcription factors (*Pou5f1*, *Sox2* and *Nanog*), suggesting that the ESC differentiation apparatus rather than the pluripotency circuitry could be responsible for the activation of such enhancers (Fig. 5c,d). We also found the motifs of several transcription factors (for example, *Prdm14* and *Foxh1*) or signalling regulators (for example, *Smad3*) enriched at MASC-specific enhancers (M enhancers), indicating their potential roles in SSC conversion (Fig. 5c).

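Prdm14 (NM_001081209), on chromosome 1 of mm9 from 13103509 to 13117244, rose from 0.15 ± 0.11 (SD, n = 4) in SSC lines to 2.14 ± 0.46 (SD, n = 6) in MASC lines on the log2(FPKM + 1) scale and was at 3.22 ± 0.06 (SD, n = 2) in ESC lines. Its log2 difference between MASC and SSC lines was 1.99 (standard error 0.22, adjusted p = 0.00011). Foxh1 (NM_007989), on chromosome 15 of mm9 from 76498654 to 76500378, rose from 0.30 ± 0.10 (SD, n = 4) to 5.58 ± 0.15 (SD, n = 6), a log2 difference of 5.28 (standard error 0.08, adjusted p = 9.9e-10). For both, every MASC line lay above every SSC line (exact permutation test, p = 0.00476, the smallest possible with these lines). Smad3 (NM_016769) did not rise, with 3.58 ± 0.53 (SD, n = 4) in SSC lines and 2.66 ± 0.79 (SD, n = 6) in MASC lines, a log2 difference of -0.92 (standard error 0.45, adjusted p = 0.16), and without MASC.1 one of -1.22 (adjusted p = 0.02). With the pseudocount at 0.1, the differences of Prdm14 and Foxh1 increased to 4.13 and 7.17. The paper proposes potential roles for these factors in SSC conversion from their motifs at M enhancers.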

In summary, MASCs underwent erasure of germline-specific enhancers and partial establishment of enhancers that resemble those of ESCs. This process would be prospectively enabled by binding of ESC signature transcription factors. 

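In the available part of Supplementary Data 6, 129 transcripts of Supplementary Data 5 were associated with S but not ME enhancers, and 210 with ME but not S enhancers. A transcript without ME or S enhancers in this part may have one in the missing part, so the sets hold for this part only. The median log2 difference between MASCs and SSCs was -2.17 over the former and 2.23 over the latter. It lay between -2.38 and -2.04, and between 2.09 and 2.30, when single MASC lines were compared with the SSC mean. Near S enhancers, 106 of the 129 transcripts were lower in MASCs, and near ME enhancers 156 of the 210 were higher. The medians differed by -4.39 (permutation test across transcripts, p = 1e-05, the smallest that 100000 resamples give). These transcripts were selected for a difference among the cell types, and over all transcripts listed with such an enhancer the difference of medians was -0.44 (permutation test, p = 1e-05), the alternative that moved it most.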

The change in enhancer activity closely correlated with alterations in expression of nearby genes and could support SSC reprogramming along with changes in promoter chromatin state. In contrast to the regulation at enhancers, bivalently marked somatic gene promoters could be modulated by both PRC2 (*Suz12*) and target-specific transcription factors, with cooperative effects on active transcription or silencing of these genes, respectively, in a cell-type-specific manner.

### Promoter bivalency shared between SSCs and germ cells *in vivo*

Recently, global profiling of the germline epigenome revealed that the K4me3+K27me3 bivalent histone modification remains stable from the development of embryonic progenitors through to postnatal germ cells^24^,^41^,^42^. In addition to germ cell-specific genes, many developmental regulators functioning in somatic lineages are poised with both K4me3 and K27me3 histone modifications at promoters in PGCs^24^,^42^, adult germline stem cells^35^, pachytene spermatocytes^24^,^27^, round spermatids^24^,^26^,^27^ and mature spermatozoa^26^. This epigenetic feature is therefore suggested to be essential for germ cell identity and function^43^. To understand whether long-term *in vitro*-cultured SSCs preserve similar poised chromatin as germ cells *in vivo*, we compared our K4me3 and K27me3 ChIP-seq results from cultured SSCs with results of other published studies.

We focused on 3,016 SSC bivalent genes, which were selected by peak detection as genes with significant K4me3 and K27me3 marks at promoters in at least two SSC cell lines (Supplementary Data 4). PCA analysis using PRIM values for these promoters showed that cultured SSCs not only shared similar K4me3- and K27me3-defined chromatin states with cultured MASCs and ESCs but also with PGCs directly isolated from embryonic gonads (E12.5–E14.5)^24^ (Fig. 6a and Supplementary Fig. 10). We next investigated histone modification changes at each promoter within the germline lineage. Using *k*-means clustering function in seqMINER^44^, SSC bivalent genes were grouped according to similarity of promoter K4me3 and K27me3 profiles in PGCs (E12.5, E13.5 and E14.5)^24^, adult germline stem cells^35^, pachytene spermatocytes^24^,^27^, round spermatids^24^,^26^,^27^ and mature spermatozoa^26^ (Fig. 6b and Supplementary Data 4). Notably, we found that nearly 90% of SSC bivalent genes (2,644, cluster I) maintained relatively high K4me3 and K27me3 modifications from PGCs to spermatozoa (Fig. 6b,c). The increase in K27me3 modification initiated as early as on E13.5 in PGCs, the time point of sex determination in the embryonic gonad, accelerated in postnatal testes and persisted at significant levels in spermatozoa (Fig. 6c). Furthermore, this class of genes was significantly enriched for developmental regulators that direct the differentiation of both germ and somatic cells, including *Sox2*, *Cdx2* and *Gata6*, among others (Fig. 6d and Supplementary Fig. 11). The K4me3 and K27me3 patterns at these developmental genes remained stable in different types of germ cells, but some of them resolved to K4me3 or K27me3 monovalent chromatin in somatic cells (MEFs; Supplementary Fig. 11). Importantly, these germline-poised developmental genes shared similar K4me3 and K27me3 modification patterns with cultured SSCs, providing support for the concept that germ cell identity is maintained in long-term *in vitro*-cultured SSC cell lines.

## Discussion

Here we provide comprehensive genome-wide maps of transcription-associated histone modifications in cultured mouse SSCs and their spontaneously converted counterparts (MASCs). In-depth analysis of the SSC epigenome, coupled with transcriptional profiling by RNA-seq and motif analysis, suggested that while the chromatin of somatic gene promoters exhibits stable bivalency, promoters and enhancers of signature genes for ESCs and germ cells undergo significant chromatin state changes after SSC conversion into a multipotent state (Fig. 7). This epigenomic alteration could play a critical role in SSC reprogramming. There are several important points that emerge from our study.

First, transcriptome analysis revealed that SSC reprogramming involves not only activation of somatic cell- and ESC-expressed genes but also repression of germ cell differentiation regulators. During early embryogenesis, many of these activated genes are expressed in the inner cell mass, the embryonic origin of ESCs, and are considered to be hallmarks of stem cell pluripotency. This suggests that SSCs reach a multipotent developmental state through both recovery of broad embryonic developmental programmes and erasure of adult germ cell characteristics.

Second, SSCs preserve ESC-like epigenetic features at both promoter and enhancer regions. In contrast to the differentiated cell types that we analysed, promoters of regulatory genes involved in embryonic differentiation maintained K4me3+K27me3 bivalent modifications in SSCs as in ESCs. Moreover, many ESC signature genes were also poised with bivalent modifications in SSCs. Furthermore, our motif study of active enhancers shared among SSCs, MASCs and ESCs suggests that the core pluripotency circuitry is partially active in SSCs. This unique epigenetic milieu could facilitate a transcriptional switch in the presence of internal or external stimuli and endow SSCs with unusual developmental flexibility with respect to lineage development beyond the germline.

Third, after SSC reprogramming, most pluripotency-associated gene promoters switch to active chromatin states through erasure of K27me3 modification (MASC^Active^) or acquisition of the K4me3 modification (MASC^Modified^). Conversely, promoters of germ cell differentiation genes are largely repressed by K27me3 modification (MASC^Repressive^) or silenced through loss of K4me3 modification (MASC^Unmodified^). Such a pattern suggests that H3K4- and H3K27-specific methyltransferases and demethylases may play active roles in SSC reprogramming, by facilitating chromatin state changes at selected promoters. Further study of enzymes that mediate H3K4 and H3K27 covalent modifications, particularly those specifically expressed in SSCs, may be useful to improve reprogramming efficiency.

Fourth, somatic genes generally retain bivalent promoter modifications in MASCs, despite changes in expression after SSC reprogramming (MASC^Stable I^ and MASC^Stable II^). Transcription of these poised genes is potentially regulated by both PRC2 (*Suz12*)-mediated K27me3 and by transcription factors at both promoters and enhancers. Many such transcription factors undergo significant increases in expression (class I) or decreases in expression (class II), as well as chromatin state changes during reprogramming, for example, the core pluripotency regulators (*Pou5f1*, *Sox2* and *Nanog*) and several ESCs differentiation factors. 

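Of the 46 further transcription factors that Fig. 5c names, 13 were higher and 22 were lower in MASC than in SSC lines with an adjusted p under 0.05 in limma. Over all 46, every MASC line lay above every SSC line for 11 and below every SSC line for 21. Of those with an adjusted p under 0.05, 4 in each direction had a log2 difference of at least 2. Log2 differences ranged from -4.54 for Sox3 to 2.81 for Myc, whose FPKM was 0.00343 in SSC.3 and 2.42 to 2.50 in the other SSC lines. The core pluripotency regulators changed by more, with log2 differences of 6.66 for Pou5f1, 6.27 for Sox2 and 6.03 for Nanog. A block for the replicate number took more of these factors below the threshold than any other setting. With it the increase of Myc, then 2.90, had an adjusted p of 0.053 from limma. Among the higher factors, Myb, Mycn, Nfkb1, Tead4, Tfcp2l1 and Nrf1 did not pass either. Among the lower ones, Ets1, E2f1, Tcf12, Srebf2, Rfx3 and Pax7 did not pass. The counts of 13 and 22 therefore depend on this setting. In the paper's account, such transcription factors potentially regulate poised genes at promoters and enhancers.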

Our results suggest that epigenetic switches could associate with the expression changes of key transcription factors and initiate SSC reprogramming, while somatic genes represent downstream targets of this hierarchical network^45^. However, we cannot exclude the possibility that epigenetically poised somatic genes respond directly to the signalling associated with reprogramming, and these somatic genes change their expression levels before the chromatin state changes at pluripotency- and spermatogenesis-associated genes. Stepwise observations throughout the entire SSC reprogramming process, together with in-depth analysis of the transcriptome and associated epigenome, will be necessary to fully understand the mechanism of this unique reprogramming event.

Fifth, MASCs are depleted of germ cell-specific epigenetic signatures at most *cis*-regulatory regions, instead acquiring ESC-like promoter chromatin modifications and partially activating pluripotent ESC-specific enhancers. Because MASCs are capable of differentiating into all germ layers during teratoma formation, this finding suggests that promoter histone modifications, together with enhancers shared between MASCs and ESCs, are sufficient to support ESC-like tri-lineage differentiation, while those enhancers that remain silent in MASCs are not essential to the core pluripotency circuitry but could be induced during long-term culture. Thus, it will be important to investigate whether the establishment of fully embryonic-like enhancer activity improves developmental potency of cells to multiple lineages. As ESC-like cells derived from SSCs are known to be inefficient in both chimera contribution and germline transmission, and completely lack tetraploid complementation ability^1^,^2^, one possible solution is to improve the K27ac-defined global chromatin state in culture by histone deacetylases inhibitors (for example, valproic acid (VPA))^46^.

Finally, our study in different types of somatic and germ cells shows that ESC-like epigenetic characteristics are not only preserved in long-term *in vitro*-cultured SSCs but also in differentiating germ cells and mature spermatozoa *in vivo*. This result reinforces the recent reports that a set of developmental gene promoters are poised with K4me3+K27me3 bivalent modifications in mammalian germline, from PGCs, the embryonic progenitors of SSCs, to mature spermatozoa^24^,^41^,^42^. Our findings in SSCs further confirm the developmental plasticity of the adult germ cells. Furthermore, our data show that long-term *in vitro*-cultured SSCs preserve chromatin modifications at selected promoters as do germline progenitor cells *in vivo*. The remarkable chromatin consistency at developmental gene promoters suggests that germline epigenome could ensure stable transfer of epigenetic ‘memory' to the next generation, despite the global epigenomic changes in the embryonic gonad and during meiosis. Further study of these genes with germline-stable and -specific epigenetic marks will shed light on our understanding of the initiation of embryogenesis.

Our results offer insight into transcription factor-independent epigenetic regulation during mammalian cell reprogramming from a unipotent to a multipotent state and suggest several strategies to increase SSC reprogramming efficiency. Development of novel, transcription factor-free, enforced reprogramming strategies will greatly benefit stem cell application in the clinic, and will also shed light on the origin of totipotency during development.

## Methods

### Mice

SSCs were prepared from mice over 3 months old from the following strains: *Pou5f1-GFP JAXR* (stock number 004654) (OG)^47^; *C57Bl6* (B6), *C57Bl6/129S* mix (129mix)^2^; and *Gt(ROSA26)Sor-lacZ* (Rosa). All mouse experiments were performed in accordance with institutional and national guidelines and regulations including the Weill Cornell Medical College Institutional Animal Care and Use Committee.

### Cell culture

Mouse SSCs were cultured with standard protocol^2^. In brief, seminiferous tubules were collected from detunicated testes and minced on ice. The tissue was enzymatically dissociated with agitation for 30 min at 37 °C in a buffer containing 0.017% trypsin (Cellgro), 17 mM EDTA (Cellgro), 0.03% collagenase (Sigma-Aldrich) and DNase I (100 μg ml^−1^; Sigma-Aldrich). The cell suspension was then collected and plated in gelatin-coated plate in SSC medium containing StemPro-34 (Invitrogen) and supplements as follows: D(+) glucose, 6 mg ml^−1^; BSA, 0.50%; insulin, 25 μg ml^−1^ (Sigma-Aldrich); MEM nonessential amino acids, 1 × (Gibco); MEM vitamin solution, 1 × (Gibco); penicillin (100 U ml^−1^)/streptomycin (100 μg ml^−1^)/amphotericin (0.2 μg ml^−1^) (Media-tech); fetal bovine serum, 1%; L-glutamine, 2 mM (Media-tech); bovine holo-transferrin, 100 μg ml^−1^ (Sigma-Aldrich); β-oestradiol, 30 ng ml^−1^ (Calbiochem); progesterone, 60 ng ml^−1^ (Calbiochem); putrescine, 60 μM (Research Organics); sodium selenite, 30 nM (Sigma-Aldrich); pyruvic acid, 30 μg ml^−1^ (Sigma-Aldrich); D(L)-lactic acid, 1 μg ml^−1^ (Baker); β-mercaptoethanol, 50 μM (Gibco); ascorbic acid, 100 μM (EMD); D-biotin, 10 μg ml^−1^ (Calbiochem); human glial cell-derived neurotrophic factor (GDNF), 10 ng ml^−1^ (R&D Systems); human basic fibroblast growth factor, 10 ng ml^−1^ (Cell Signalling); and mouse epidermal growth factor, 20 ng ml^−1^ (R&D Systems). SSC colonies start to appear after about 1 week. The primary SSCs were then transferred to MEF (Millipore #PMEF-CF)-coated plate and expanded. The SSC identities of cultured cells were evaluated by several cell surface antigens (Supplementary Fig. 12). After at least 10 passages, SSCs were collected by gentle trituration of colonies attached to feeder cells or floating in the medium. To remove residual feeder cells in the collection, SSCs were plated in gelatin-coated plates in fresh SSC medium for 2 h. All the floating cells were then gently collected, washed once in PBS and subjected to ChIP experiments or frozen for RNA isolation.

MASCs were derived from SSC conversion after long-term *in vitro* expansion with standard SSC culture procedures. iPS cell lines were generated from E13.5 *tetO-4F2A* MEFs as previously described^23^. Briefly, 5 × 10^5^ MEF cells were seeded in each well of a six-well plate and maintained in standard ESC culture medium with 2 μg ml^−1^ doxycycline for over 20 days for reprogramming. To establish MASC or iPS cell lines from corresponding primary reprogrammed cell culture, colonies with typical undifferentiatied ESC morphology were identified by phase microscopy and mechanically separated from the plate using Pasteur pipettes. MASCs, ESCs and iPS cells were maintained using standard ESC culture procedures. In brief, cells were cultured with MEFs in standard ESC medium containing KnockOut DMEM (Gibco) and supplements as follows: KnockOut Serum Replacement, 10% (Gibco); penicillin (100 U ml^−1^)/streptomycin (100 μg ml^−1^)/amphotericin (0.2 μg ml^−1^) (Media-tech); L-glutamine, 2 mM (Media-tech); MEM nonessential amino acids, 1 × (Gibco); β-mercaptoethanol, 50 μM (Gibco); and ESGRO leukaemia inhibitory factor, 1,000 U ml^−1^ (Millipore). All the cells applied to further experiments were serially passaged and collected within 20 passages.

To expand mouse Lin^−^ HSCs, whole bone marrow cells from C57BL/6J mice were isolated and Lin^−^ cells were enriched by mouse Lineage Cell Depletion Kit (Miltenyi Biotec). Purified cells were plated with E4ORF1-HUVECs in X-Vivo serum-free media (Lonza) supplemented with 10 ng ml^−1^ of soluble Kit Ligand (sKitL) (Biosource)^48^. Total expanded cells were collected, enriched for Lin^−^ cells and plated with new E4ORF1-HUVECs feeders every 7 days. Total haematopoietic cell expansion was enriched for Lin^−^ cells by mouse Lineage Cell Depletion Kit before collection.

### ChIP and antibodies

ChIP was performed as previously described^49^. Briefly, 1 × 10^7^ cells per experiment were crosslinked for 15 min in 1% paraformaldehyde, washed and lysed. Chromatin was sheared using a Bioruptor to create fragments of ∼150 bp (base pairs), incubated with about 2–5 μg antibody bound to 75 μl Dynabeads M-280 (Invitrogen) and rotated overnight at 4 °C, then washed and eluted. The eluted chromatin was reverse-crosslinked and column-purified. ChIP was performed using the following antibodies: H3K4me3 (Abcam ab8580); H3K27me3 (Abcam ab6002); and H3K27ac (Abcam ab4729).

### ChIP-seq library construction and sequencing

ChIP samples were prepared for sequencing using Illumina TruSeq DNA Sample Preparation Kit according to the standard preparation protocol (http://www.illumina.com/). Sequencing service was performed on an Illumina Hiseq 2000 sequencer according to the standard Illumina protocol.

### RNA-seq library construction and sequencing

RNA was isolated using QIAGEN RNeasy kit. RNA samples were prepared for sequencing using Illumina TruSeq RNA Sample Preparation Kit and were sequenced on an Illumina HiSeq 2000.

### ChIP-seq data processing and analysis

ChIP-seq reads were aligned to the reference mouse genome (mm9, NCBI Build 37) using the BWA programme (version 0.5.9)^50^, and PCR duplicates were removed by Picard (version 1.69; http://picard.sourceforge.net/). Unique reads that mapped to a single best-matching location with no more than 4% of the read length of mismatches were kept and used to study genome-wide enrichment of specific histone modification. Sequence data were visualized with IGV by normalizing to 1 million reads^51^. Referenced data sets from publications: GEO repository: GSE12241, GSE47950, GSE42155, GSE11074, GSE69946, GSE55060, GSE49621, GSE42629, GSE22075, GSE29278, GSE31239, GSE24165, GSE11431 and GSE19019; Sequence Read Archive (SRA) repository: SRA097278.

The software ChIPseeqer-2.0 was applied to the ChIP-seq data with sequencing data from input DNA as control to identify genomic enrichment (peak) of specific histone modifications^36^. Promoters were defined as ±2 kb from transcription start site. The promoter chromatin state was determined by overlapping with significant K4me3 and/or K27me3 peaks (*t*=5, with *t* as the significance negative log *P* value (ratio) threshold for peaks) (FDR<0.05). Cell-type-specific bivalent genes were identified as promoters carrying both K4me3 and K27me3 peaks in at least two biological repeats of certain cell type. PRIM K4me3 and K27me3 (PRIMs) was calculated as 
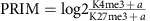
, with K4me3 and K27me3 as average read counts from K4me3 and K27me3 sequences at the same promoter region and constant ‘*a*' equals to 0.001. Only promoters with detectable K4me3 or K27me3 peaks were evaluated by PRIMs.

An enhancer region was defined as any genomic locus with H3K27ac enrichment but without K4me3 enrichment (K27ac+K4me3−). To identify enhancer loci, K4me3 peaks were extended 1 kb each way. All H3K27ac peaks not overlapping with extended K4me3 peaks, known gene body, transcription start and end site were selected. Selected H3K27ac peaks within a 500-bp interval were merged together as enhancers. Enhancer regions identified from SSC, MASC and ESC^21^ were merged together. Each enhancer was annotated with all transcripts within a distance of 100 kb from their transcription start or end sites. Any enhancer overlap with K27ac peaks in a given cell type was considered to be active in that cell type.

### RNA-seq data processing and analysis

Reads from RNA-seq were aligned to mouse genome version mm9 using TopHat^52^, and fragments per kilobase of transcript per million fragments mapped (FPKM) were identified using Cufflinks with upper-quartile and GC-normalization^53^. Duplicate reads and reads aligning to more than one location were excluded. Gene expression was reported as log2-transformed FPKM value for a total of 32,581 unique transcripts. With Limma R package and expression profiles generated in our labs, lists of the differentially expressed genes in the pair-wise comparisons among SSC, MASC and ESC were generated. A total of 1,651 genes with at least two folds (log2) of expression differences and statistical significances (*P* value <0.05) between any pair of the three cell types were selected. These gene expression values were used as input for hierarchical clustering (centred on gene, uncentered on cell type, centroid linkage) by Cluster 3.0 (ref. 54).

### Gene Ontology analysis

Gene Ontology (GO) analysis was done using iPAGE with mouse GO annotation database^55^. In all, 31,881 GO terms were examined. Only non-electronic annotations were used in iPAGE and only categories with <300 genes were analysed. IPAGE used randomized simulations to ensure FDR<5%.

### Motif analysis

Enrichment of known motifs within promoter and enhancer regions was analysed with HOMER with default parameters and a fragment size of 200 bp. All known motifs used in our study were defined by HOMER.

### Statistical analysis

Statistical analysis was performed in R (version 3.2.1) statistical framework^56^. R packages applied for analysis and graph include limma (3.20.8), rgl (0.95.1247), gplots (2.14.1), ggplot2 (1.0.0) and VennDiagram (1.6.7).

## Additional information

**Accession codes:** ChIP-seq and RNA-seq have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE78127 (RNA-seq) and GSE78129 (ChIP-seq).

**How to cite this article:** Liu, Y. *et al*. Epigenetic profiles signify cell fate plasticity in unipotent spermatogonial stem and progenitor cells. *Nat. Commun.* 7:11275 doi: 10.1038/ncomms11275 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12

Supplementary Data 1 List of RNA-seq datasets showing number of biological replicates and data sources.

Supplementary Data 2 List of ChIP-seq datasets showing number of biological replicates and sources.

Supplementary Data 3 Promoters with histone modification peak.

Supplementary Data 4 Promoters with K4me3+K27me3 bivalent histone modification peaks in ESC, MASC, SSC, iPS, and MEF. (1, K4me3 only; 0, K4me3+K27me3; -1, K27me3 only; NA, No modification).

Supplementary Data 5 Genes selected by differential expression among SSC, MASC, and ESC.

Supplementary Data 6 Enhancers associated with differentially expressed genes among SSC, MASC, and ESC. (Number of transcription factor peaks within one enhancer is shown in the table).

Supplementary Data 7 Motif enrichment at selected promoters and cell type-specific enhancers.

## Figures and Tables

**Figure 1:**
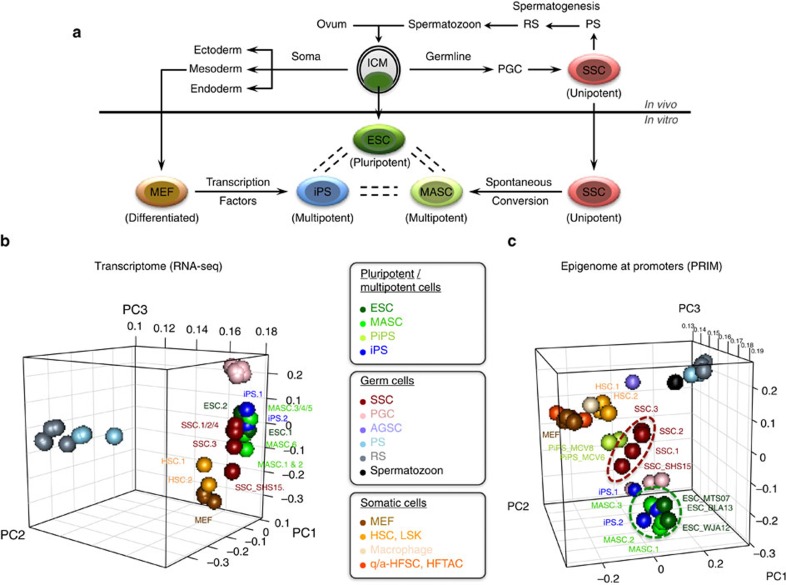
Comparison of transcriptomes and epigenomes among different cell types. (**a**) Cell type and developmental potency. Dark green, ESC and inner cell mass (ICM); green, MASC; red, SSC; blue, iPS cell; brown, MEF. Other male germ cells include PGC, pachytene spermatocyte (PS), round spermatid (RS) and spermatozoon. (**b**) Three-dimensional (3D) PCA plot based on mRNA expression of all protein-coding and noncoding genes. Dark green, ESCs; green, MASCs; blue, iPS; light green, incompletely reprogrammed MEFs (PiPS); red, SSC; pink, PGCs; brown, MEFs; dark orange, quiescent/activated-hair follicle stem cell (q/a-HFSC) and hair follicle transient-amplifying matrix cell (HFTAC); orange, HSC from culture or fluorescent-activated cell sorting (FACS)-isolated lineage^−^, Sca-1^+^ and c-kit^+^ (LSK) cells; light orange, macrophage; slate blue, FACS-isolated Thy1+ adult germline stem cell (AGSC); sky blue, PS; grey, RS; black, spermatozoon. (**c**) 3D PCA plot based on PRIMs of all protein-coding and noncoding gene promoters with K4me3 and/or K27me3 modification. PRIM is calculated by read intensity ratio between K4me3 and K27me3 peaks at the same promoter region (log2(K4me3/K27me3)). Different cell types are distinguished by colours as in **b**.

**Figure 2:**
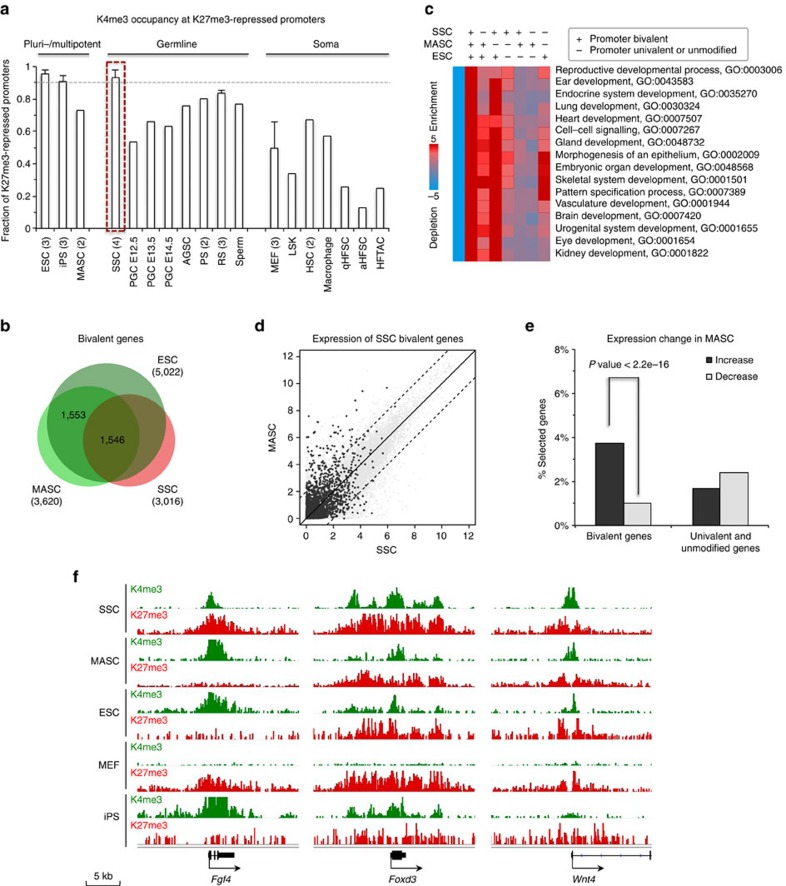
ESC-like bivalent promoter modifications are largely preserved in SSCs and selectively activated in MASCs. (**a**) Fraction of K4me3+K27me3 bivalent promoters within K27me3-marked promoters. For each cell type with at least three biological replicates (Supplementary Data 2) from different cell lines or resources, results are presented as mean values and s.d.'s. Number in brackets, sample size. Grey dashed line, fraction=0.9. (**b**) Overlap of bivalent genes identified by peak detection in SSCs, MASCs and ESCs (see Methods). (**c**) GO enrichment in bivalent genes shared in or unique to SSCs, MASCs and ESCs. ‘+' denotes promoter bivalency detected in each cell type. Enrichment and depletion of specific GO functions (shown on the right) were measured by hypergeometric *P* values (log10-transformed). The first column contains genes that do not belong to any of the measured classes and is used as a control gene list. Red, over-representation; blue, under-representation. (**d**) Comparison of global gene expression profiles between SSCs and MASCs. Black dots, SSC bivalent genes identified by peak detection; dashed line, cutoff of two-fold (log2) expression difference between SSCs and MASCs. (**e**) Percentage of genes with expression increase (black) or decrease (grey) in MASCs compared to SSCs for SSC bivalent genes (3,016 genes with both K4me3 and K27me3 modifications at promoters) and SSC univalent and unmodified genes (29,565 genes modified with either K4me3, K27me3 or neither of the two modifications at promoters). *P* value <2.2e-16 by Fisher's exact test (one-sided). (**f**) Promoter modification at selected genes. Green, K4me3; red, K27me3. K4me3 track range, 0–1; K27me3 track range, 0–0.5.

**Figure 3:**
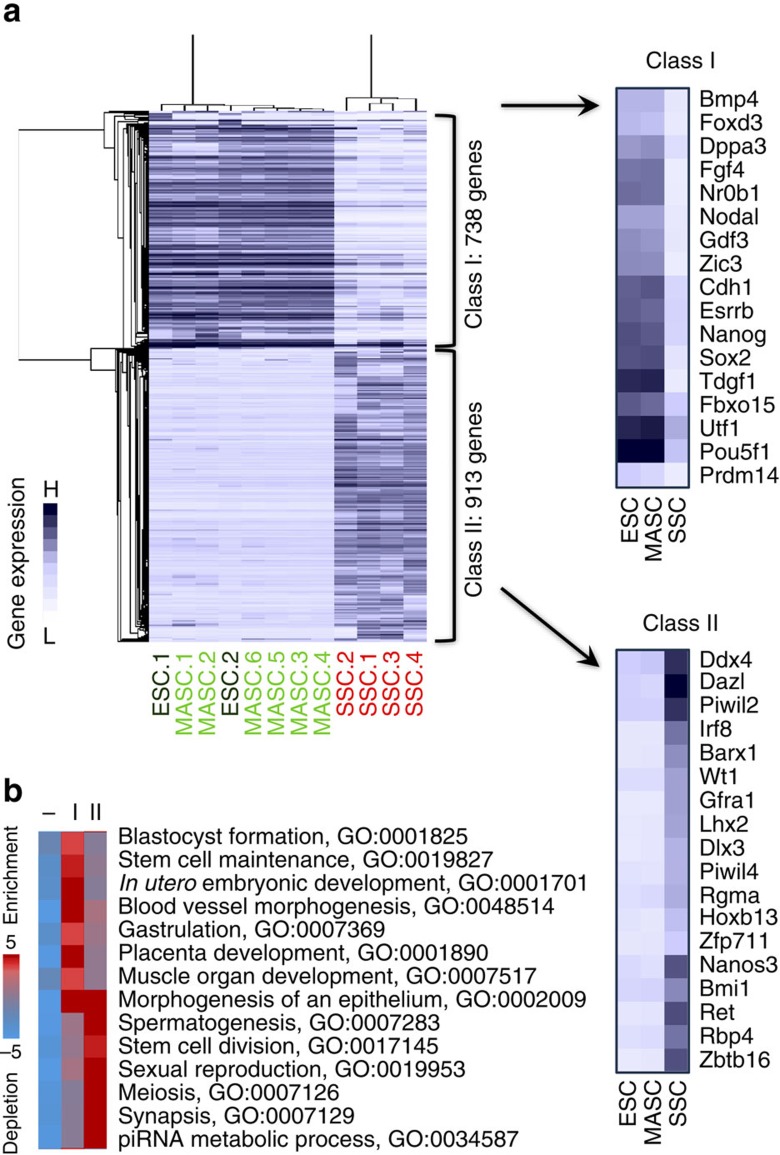
Activation of early embryonic genes and silencing of spermatogenesis-specific genes in MASCs. (**a**) Differential gene expression profiling among ESCs, MASCs and SSCs. Genes with over two-fold (log2) expression difference between any pair of samples were selected and subjected to hierarchical clustering. Right, average expression profiling in each cell type for example genes in each class. Blue and white indicate relative high and low gene expression, respectively. (**b**) GO enrichment in each gene class. Red and blue indicate relative over- and under-representation, respectively.

**Figure 4:**
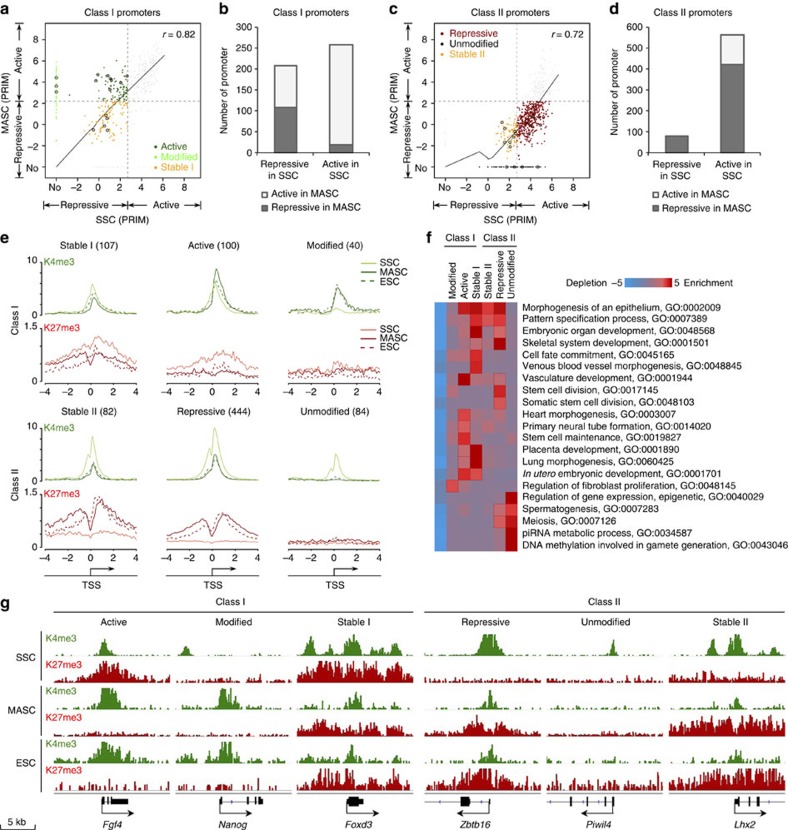
Promoter chromatin states of differentially expressed genes are selectively changed. (**a**) Comparison of chromatin states (PRIMs) between SSCs and MASCs for all class I gene promoters (grey dots). *x* axis, PRIMs from SSCs; *y* axis, PRIMs from MASCs. Black circles, representative class I genes from Fig. 3a; dashed black line, cutoff between active and repressive chromatin states; dark grey line, optimal curve fits to all class I gene promoters. *r*, correlation coefficient with all class I gene promoter PRIMs. On the basis of the cutoff value, three groups of promoters were selected: MASC^Active^ (dark green dots); MASC^Modified^ (light green dots); and MASC^Stable I^ (yellow dots). (**b**) Number of class I gene promoters changing between repressive and active chromatin states in SSCs and MASCs. Light grey, epigenetically active promoters in MASCs; dark grey, epigenetically repressive promoters in MASCs. (**c**) Comparison of chromatin states (PRIMs) between SSCs and MASCs for all class II gene promoters (grey dots). Black circles, representative class II from Fig. 3a; dark grey line, optimal curve fits to all class II gene promoters. *r*, correlation coefficient with all class II gene promoter PRIMs. On the basis of the cutoff value, three groups of promoters were selected: MASC^Repressive^ (dark red dots); MASC^Unmodified^ (black dots); and MASC^Stable II^ (yellow dots). (**d**) Number of class II gene promoters changing between repressive and active chromatin states in SSCs and MASCs. Light grey, epigenetically active promoters in MASCs; dark grey, epigenetically repressive promoters in MASCs. (**e**) Histone modification enrichment profiling for selected class I gene promoters (top) and class II gene promoters (bottom) (grouped as in **a**,**c**). Number in brackets, gene number in each group. Green, K4me3; red, K27me3; solid light line, SSCs; solid dark line, MASCs; dashed dark line, ESCs; arrow, direction of transcription; *x* axis, distance to TSS; *y* axis, average read density. TSS, transcription start site. (**f**) GO enrichment in selected genes. Genes are grouped by promoter PRIMs as in **a** and **c**. (**g**) Promoter modification at selected genes. Top, expression class and promoter type of each gene; green, K4me3; red, K27me3. K4me3 track range, 0–1; K27me3 track range, 0–0.5.

**Figure 5:**
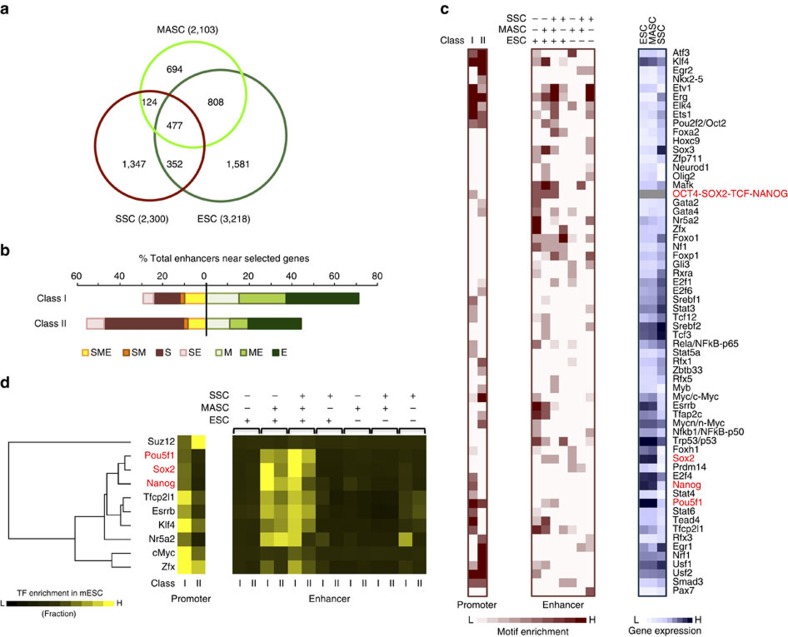
Transcriptional regulators potentially involved in chromatin state changes at promoters and enhancers. (**a**) Overlap of active enhancers in SSCs, MASCs, and ESCs. Number, number of enhancers in each subset. (**b**) Percentage of enhancers near Class I and II genes. S, enhancers active only in SSCs; SM, enhancers active in SSCs and MASCs; SE, enhancers active in SSCs and ESCs; SME, enhancers active in SSCs, MASCs, and ESCs; E, enhancers active only in ESCs; ME, enhancers active in MASCs and ESCs; M, enhancers active only in MASCs. (**c**) Enrichment of transcription factor binding motifs for promoters of expression class I and II (left) and enhancers active (+) or silent (−) in different cell types (middle). Each row represents a motif, and the expression of the corresponding transcriptional regulator is shown in the same row in the heatmap (right). Core pluripotency transcription factors are highlighted in red. Red and white in the heatmap indicate relative over- and under-representation of motif enrichment, respectively. Blue and white indicate relative high and low gene expression, respectively. (**d**) Enrichment of transcription factors at promoters and associated enhancers in ESCs. Promoters are grouped by expression class as in Fig. 3. Enhancers are grouped by activation (+) or silence (−) in different cell types (top) and expression class of associated promoters (bottom). Core pluripotency transcription factors are highlighted in red.

**Figure 6:**
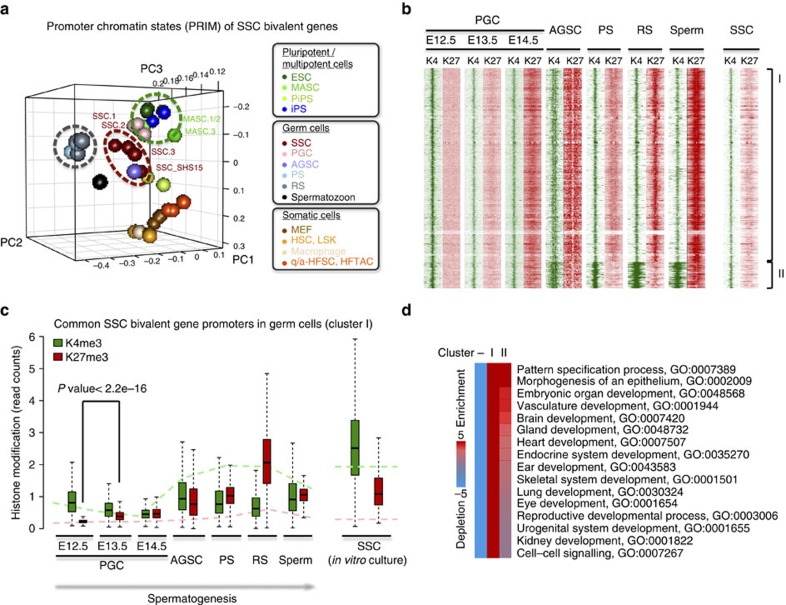
SSCs maintain consistent promoter bivalency with germ cells *in vivo*. (**a**) Three-dimensional (3D) PCA plot based on PRIMs of all promoters with K4me3+K27me3 bivalent histone modifications in SSCs. Different cell types are distinguished by colours as in Fig. 1. (**b**) *k*-means clustering of SSC bivalent genes by similarity of K4me3 and K27me3 profiles at promoters. Green, K4me3; red, K27me3. Cluster I, 2,644 genes; cluster II, 372 genes. (**c**) Histone modification profiling at promoters of all cluster I genes as grouped in **b**. Germ cells include those isolated from testis by fluorescent-activated cell sorting (left) and SSCs cultured *in vitro* (right). *y* axis, average read count within promoter region. Green box, K4me3 modification; red box, K27me3 modification. The bottom and top of the boxes indicate the 25th and 75th percentiles, the central bars indicate medians and whiskers indicate non-outlier extremes. *P* values were calculated using Wilcoxon tests. Dashed green line, average read count of K4me3 modification at all promoters in each cell type; dashed red line, average read count of K27me3 modification at all promoters in each cell type. (**d**) GO enrichment using iPAGE. Genes are grouped by promoter K4me3 and K27me3 profiles as in **b**.

**Figure 7:**
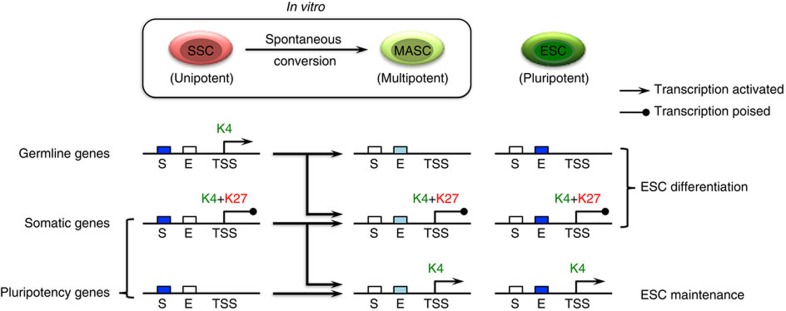
Model of epigenomic changes during SSC conversion to MASC. SSC reprogramming involves changes in the epigenome at both cell-type-specific promoters and enhancers. Together with gene reactivation and silencing in reprogrammed MASCs, K4me3 modification (K4) is enriched at the promoters of pluripotency-associated genes but depleted from promoters of germline-specific genes. Conversely, K27me3 modification (K27) is erased from the promoters of many genes that are expressed in ESCs. However, K27me3 modification ‘poises' both germline- and somatic-specific gene promoters together with K4me3 modification. At enhancer regions, MASCs are devoid of most germ cell signature enhancer activity (S) marked by K27ac modification but exhibit partially active ESC-specific enhancers (E). In summary, MASCs acquire an ESC-like epigenome at promoters and a subset of ESC-specific enhancers. Dark blue box, completely active enhancer; light blue box, partially active enhancer; white box, silent enhancer; TSS, transcription start site.

## References

[b1] Kanatsu-ShinoharaM. . Generation of pluripotent stem cells from neonatal mouse testis. Cell 119, 1001–1012 (2004).1562035810.1016/j.cell.2004.11.011

[b2] SeandelM. . Generation of functional multipotent adult stem cells from GPR125+ germline progenitors. Nature 449, 346–350 (2007).1788222110.1038/nature06129PMC2935199

[b3] TakahashiK. & YamanakaS. Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126, 663–676 (2006).1690417410.1016/j.cell.2006.07.024

[b4] TakahashiK. . Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131, 861–872 (2007).1803540810.1016/j.cell.2007.11.019

[b5] PesceM., WangX., WolgemuthD. J. & ScholerH. Differential expression of the Oct-4 transcription factor during mouse germ cell differentiation. Mech. Dev. 71, 89–98 (1998).950707210.1016/s0925-4773(98)00002-1

[b6] ArnoldK. . Sox2+ adult stem and progenitor cells are important for tissue regeneration and survival of mice. Stem Cell 9, 317–329 (2011).10.1016/j.stem.2011.09.001PMC353836021982232

[b7] ZhengK., WuX., KaestnerK. H. & WangP. J. The pluripotency factor LIN28 marks undifferentiated spermatogonia in mouse. BMC Dev. Biol. 9, 38 (2009).1956365710.1186/1471-213X-9-38PMC2719617

[b8] BoyerL. A. . Core transcriptional regulatory circuitry in human embryonic stem cells. Cell 122, 947–956 (2005).1615370210.1016/j.cell.2005.08.020PMC3006442

[b9] LohY.-H. . The Oct4 and Nanog transcription network regulates pluripotency in mouse embryonic stem cells. Nat. Genet. 38, 431–440 (2006).1651840110.1038/ng1760

[b10] CostoyaJ. A. . Essential role of Plzf in maintenance of spermatogonial stem cells. Nat. Genet. 36, 653–659 (2004).1515614310.1038/ng1367

[b11] Kuramochi-MiyagawaS. . DNA methylation of retrotransposon genes is regulated by Piwi family members MILI and MIWI2 in murine fetal testes. Genes Dev 22, 908–917 (2008).1838189410.1101/gad.1640708PMC2279202

[b12] KolterudA., AleniusM., CarlssonL. & BohmS. The Lim homeobox gene Lhx2 is required for olfactory sensory neuron identity. Development 131, 5319–5326 (2004).1545672810.1242/dev.01416

[b13] WangG. G., AllisC. D. & ChiP. Chromatin remodeling and cancer, part I: covalent histone modifications. Trends Mol. Med. 13, 363–372 (2007).1782295810.1016/j.molmed.2007.07.003

[b14] WangG. G., AllisC. D. & ChiP. Chromatin remodeling and cancer, part II: ATP-dependent chromatin remodeling. Trends Mol. Med. 13, 373–380 (2007).1782295910.1016/j.molmed.2007.07.004PMC4337864

[b15] GoldbergA., AllisC. & BernsteinE. Epigenetics: a landscape takes shape. Cell 128, 635–638 (2007).1732050010.1016/j.cell.2007.02.006

[b16] SuraniM., HayashiK. & HajkovaP. Genetic and epigenetic regulators of pluripotency. Cell 128, 747–762 (2007).1732051110.1016/j.cell.2007.02.010

[b17] BrownellJ. E. . Tetrahymena histone acetyltransferase A: a homolog to yeast Gcn5p linking histone acetylation to gene activation. Cell 84, 843–851 (1996).860130810.1016/s0092-8674(00)81063-6

[b18] LiB., CareyM. & WorkmanJ. L. The role of chromatin during transcription. Cell 128, 707–719 (2007).1732050810.1016/j.cell.2007.01.015

[b19] AzuaraV. . Chromatin signatures of pluripotent cell lines. Nat. Cell Biol. 8, 532–538 (2006).1657007810.1038/ncb1403

[b20] BernsteinB. . A Bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell 125, 315–326 (2006).1663081910.1016/j.cell.2006.02.041

[b21] CreyghtonM. P. . Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc. Natl Acad. Sci. USA 107, 21931–21936 (2010).2110675910.1073/pnas.1016071107PMC3003124

[b22] ZhouV. W., GorenA. & BernsteinB. E. Charting histone modifications and the functional organization of mammalian genomes. Nat. Rev. Genet. 12, 7–18 (2011).2111630610.1038/nrg2905

[b23] CareyB. W., MarkoulakiS., BeardC., HannaJ. & JaenischR. Single-gene transgenic mouse strains for reprogramming adult somatic cells. Nat. Methods 7, 56–59 (2010).2001083110.1038/nmeth.1410PMC3048025

[b24] LeschB. J., DokshinG. A., YoungR. A., McCarreyJ. R. & PageD. C. A set of genes critical to development is epigenetically poised in mouse germ cells from fetal stages through completion of meiosis. Proc. Natl Acad. Sci. USA 110, 16061–16066 (2013).2404377210.1073/pnas.1315204110PMC3791702

[b25] HasegawaK. . SCML2 establishes the male germline epigenome through regulation of histone H2A ubiquitination. Dev. Cell 32, 574–588 (2015).2570334810.1016/j.devcel.2015.01.014PMC4391279

[b26] ErkekS. . Molecular determinants of nucleosome retention at CpG-rich sequences in mouse spermatozoa. Nat. Struct. Mol. Biol. 20, 868–875 (2013).2377082210.1038/nsmb.2599

[b27] SinH.-S., KartashovA. V., HasegawaK., BarskiA. & NamekawaS. H. Poised chromatin and bivalent domains facilitate the mitosis-to-meiosis transition in the male germline. BMC Biol. 13, 53 (2015).2619800110.1186/s12915-015-0159-8PMC4508805

[b28] ShenY., YeZ., KuanS., LobanenkovV. V. & RenB. A map of the cis-regulatory sequences in the mouse genome. Nature 488, 116–120 (2012).2276344110.1038/nature11243PMC4041622

[b29] MikkelsenT. S. . Genome-wide maps of chromatin state in pluripotent and lineage-committed cells. Nature 448, 553–560 (2007).1760347110.1038/nature06008PMC2921165

[b30] PicoA. R., LevineS. S. & BoyerL. A. Dynamic and coordinated epigenetic regulation of developmental transitions in the cardiac lineage. Cell 151, 206–220 (2012).2298169210.1016/j.cell.2012.07.035PMC3462286

[b31] BanaszynskiL. A. . Hira-dependent histone H3.3 deposition facilitates PRC2 recruitment at developmental loci in ES cells. Cell 155, 107–120 (2013).2407486410.1016/j.cell.2013.08.061PMC3838450

[b32] MikkelsenT. S. . Dissecting direct reprogramming through integrative genomic analysis. Nature 454, 49–55 (2008).1850933410.1038/nature07056PMC2754827

[b33] AdliM., ZhuJ. & BernsteinB. E. Genome-wide chromatin maps derived from limited numbers of hematopoietic progenitors. Nat. Methods 7, 615–618 (2010).2062286110.1038/nmeth.1478PMC2924612

[b34] LienW.-H. . Genome-wide maps of histone modifications unwind in vivo chromatin states of the hair follicle lineage. Cell Stem Cell 9, 219–232 (2011).2188501810.1016/j.stem.2011.07.015PMC3166618

[b35] HammoudS. S. . Chromatin and transcription transitions of mammalian adult germline stem cells and spermatogenesis. Stem Cell 15, 239–253 (2014).10.1016/j.stem.2014.04.00624835570

[b36] GiannopoulouE. G. & ElementoO. An integrated ChIP-seq analysis platform with customizable workflows. BMC Bioinformatics 12, 277 (2011).2173673910.1186/1471-2105-12-277PMC3145611

[b37] MatsuiY., ZseboK. & HoganB. L. Derivation of pluripotential embryonic stem cells from murine primordial germ cells in culture. Cell 70, 841–847 (1992).138128910.1016/0092-8674(92)90317-6

[b38] ResnickJ. L., BixlerL. S., ChengL. & DonovanP. J. Long-term proliferation of mouse primordial germ cells in culture. Nature 359, 550–551 (1992).138383010.1038/359550a0

[b39] ChenX. . Integration of external signalling pathways with the core transcriptional network in embryonic stem cells. Cell 133, 1106–1117 (2008).1855578510.1016/j.cell.2008.04.043

[b40] HengJ.-C. D. . The nuclear receptor Nr5a2 can replace Oct4 in the reprogramming of murine somatic cells to pluripotent cells. Cell Stem Cell 6, 167–174 (2010).2009666110.1016/j.stem.2009.12.009

[b41] SachsM. . Bivalent chromatin marks developmental regulatory genes in the mouse embryonic germline *in vivo*. Cell Rep. 3, 1777–1784 (2013).2372724110.1016/j.celrep.2013.04.032PMC3700580

[b42] NgJ.-H. . *In vivo* epigenomic profiling of germ cells reveals germ cell molecular signatures. Dev. Cell 24, 324–333 (2013).2335281110.1016/j.devcel.2012.12.011

[b43] LeschB. J. & PageD. C. Poised chromatin in the mammalian germ line. Development 141, 3619–3626 (2014).2524945610.1242/dev.113027PMC4197577

[b44] YeT. . seqMINER: an integrated ChIP-seq data interpretation platform. Nucleic Acids Res. 39, e35 (2011).2117764510.1093/nar/gkq1287PMC3064796

[b45] BuganimY. . Single-cell expression analyses during cellular reprogramming reveal an early stochastic and a late hierarchic phase. Cell 150, 1209–1222 (2012).2298098110.1016/j.cell.2012.08.023PMC3457656

[b46] HuangfuD. . Induction of pluripotent stem cells by defined factors is greatly improved by small-molecule compounds. Nat. Biotechnol. 26, 795–797 (2008).1856801710.1038/nbt1418PMC6334647

[b47] SzabóP. E., HübnerK., SchölerH. & MannJ. R. Allele-specific expression of imprinted genes in mouse migratory primordial germ cells. Mech. Dev. 115, 157–160 (2002).1204978210.1016/s0925-4773(02)00087-4

[b48] ButlerJ. M. . Endothelial cells are essential for the self-renewal and repopulation of Notch-dependent hematopoietic stem cells. Cell Stem Cell 6, 251–264 (2010).2020722810.1016/j.stem.2010.02.001PMC2866527

[b49] GoldbergA. D. . Distinct factors control histone variant H3.3 localization at specific genomic regions. Cell 140, 678–691 (2010).2021113710.1016/j.cell.2010.01.003PMC2885838

[b50] LiH. & DurbinR. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25, 1754–1760 (2009).1945116810.1093/bioinformatics/btp324PMC2705234

[b51] ThorvaldsdóttirH., RobinsonJ. T. & MesirovJ. P. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinformatics 14, 178–192 (2013).2251742710.1093/bib/bbs017PMC3603213

[b52] TrapnellC., PachterL. & SalzbergS. L. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25, 1105–1111 (2009).1928944510.1093/bioinformatics/btp120PMC2672628

[b53] TrapnellC. . Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. 28, 516–520 (2010).2043646410.1038/nbt.1621PMC3146043

[b54] de HoonM. J. L., ImotoS., NolanJ. & MiyanoS. Open source clustering software. Bioinformatics 20, 1453–1454 (2004).1487186110.1093/bioinformatics/bth078

[b55] GoodarziH., ElementoO. & TavazoieS. Revealing global regulatory perturbations across human cancers. Mol. Cell 36, 900–911 (2009).2000585210.1016/j.molcel.2009.11.016PMC2900319

[b56] R Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria http://www.R-project.org/ (2015).

# Supplementary material for: Epigenetic profiles signify cell fate plasticity in unipotent spermatogonial stem and progenitor cells
**Source:** Nat Commun. 2016 Apr 27;7:11275. doi: 10.1038/ncomms11275
**Supplement:** Supplementary Information — Supplementary Figures 1-12

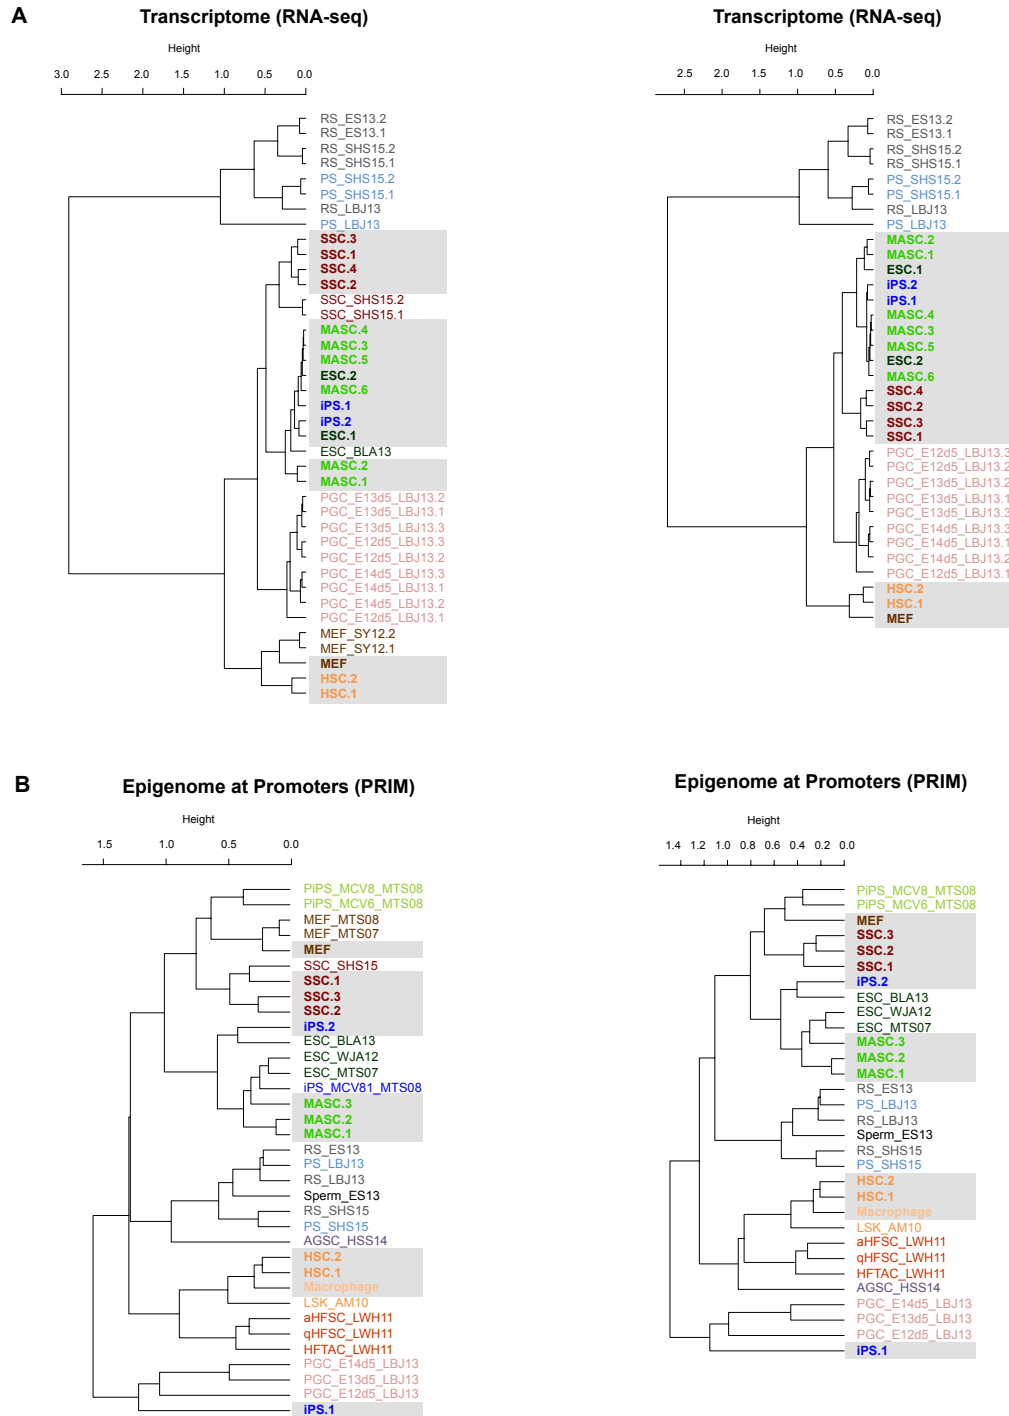

**Supplementary Figure 1. Dendrogram based on (A) expression or (B) PRIMs of all protein-coding and noncoding genes.** Different cell types are distinguished by colors as in Figure 1. Left, dendrograms include all cell lines. Right, dendrograms without published data on SSCs, iPSCs, and MEFs. In-house data are highlighted in gray.

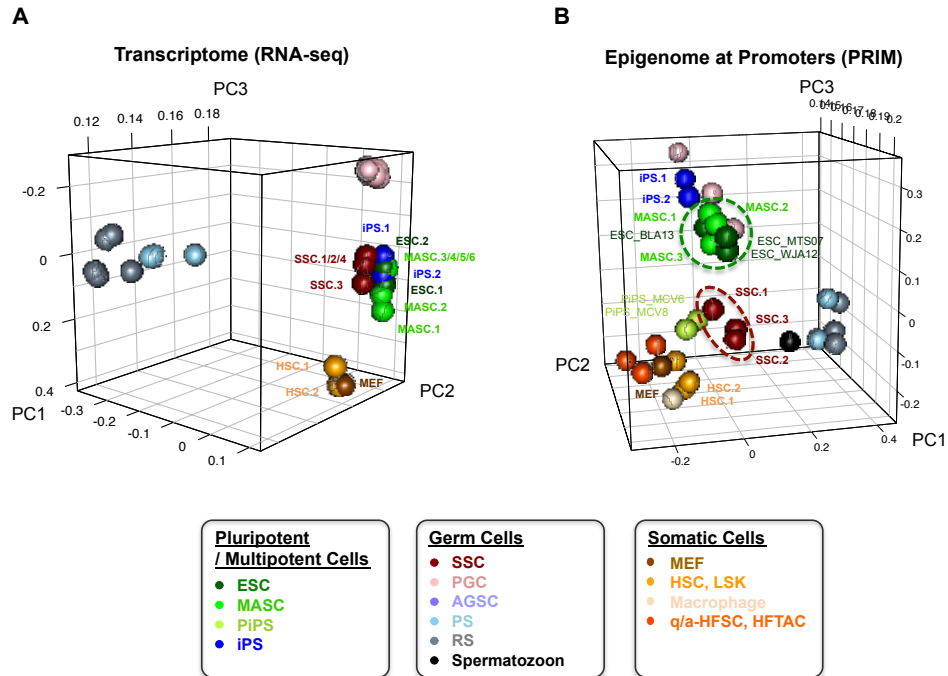

**Supplementary Figure 2. 3D PCA plot based on (A) expression or (B) PRIMs of all protein-coding and noncoding genes.** For SSCs, iPSCs, and MEFs, only in-house data were analyzed. Different cell types are distinguished by colors as in Figure 1.

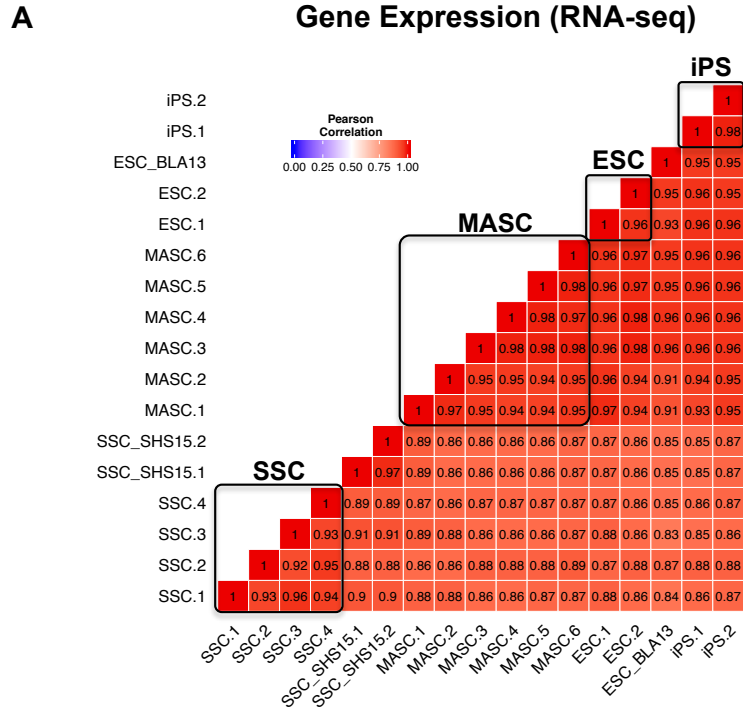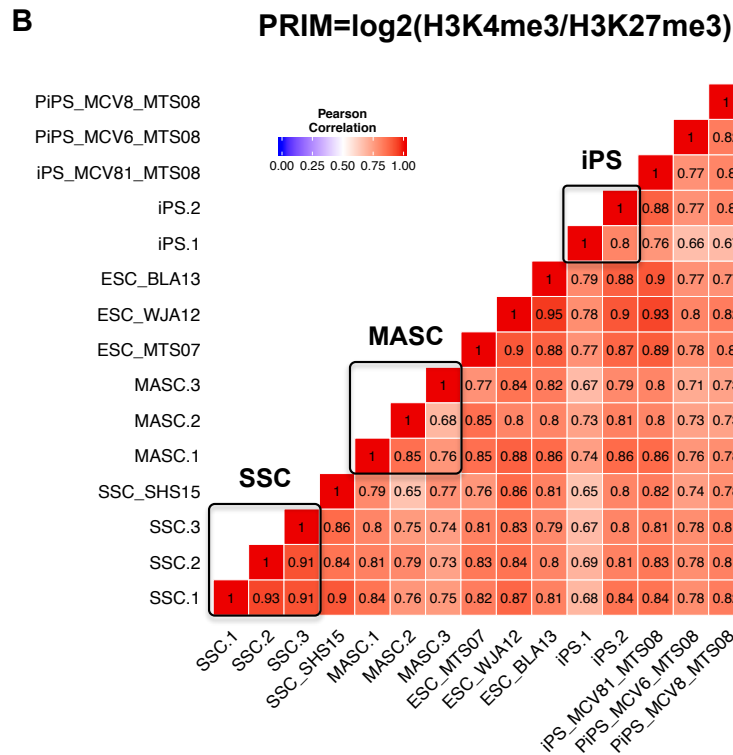

**Supplementary Figure 3. Correlation coefficients between in-house and published cell lines.** (A) Expression of all protein-coding and noncoding genes. (B) PRIMs of all protein-coding and noncoding gene promoters with K4me3 and/or K27me3 modification. Black boxes denote data produced in-house.

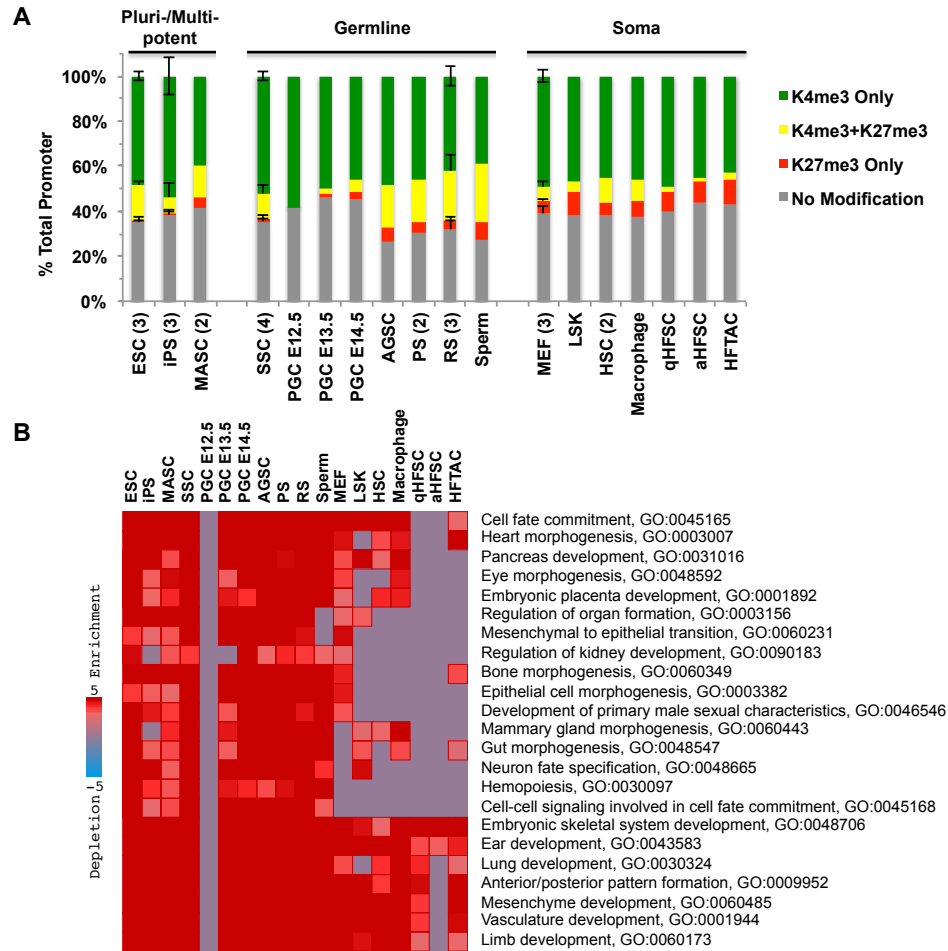

### Supplementary Figure 4. Genes grouped by promoter histone modifications.

(A) Using peak detection results at promoters, all 32,581 protein-coding and noncoding genes were assigned to each of four different categories: K4me3 only (green), only marked by K4me3 modification; K27me3 only (red), only marked by K27me3 modification; K4me3+K27me3 (yellow), marked by both K4me3 and K27me3 modifications; and no modification (grey), no significant K4me3 or K27me3 modification detected. For each cell type with at least three biological repeats from different cell lines or resources (Supplementary Table S1), results are presented as mean values and standard deviations. Number in brackets, sample size.

(B) GO enrichment in bivalent genes identified from different cell types. Red, over representation. Blue, under representation.

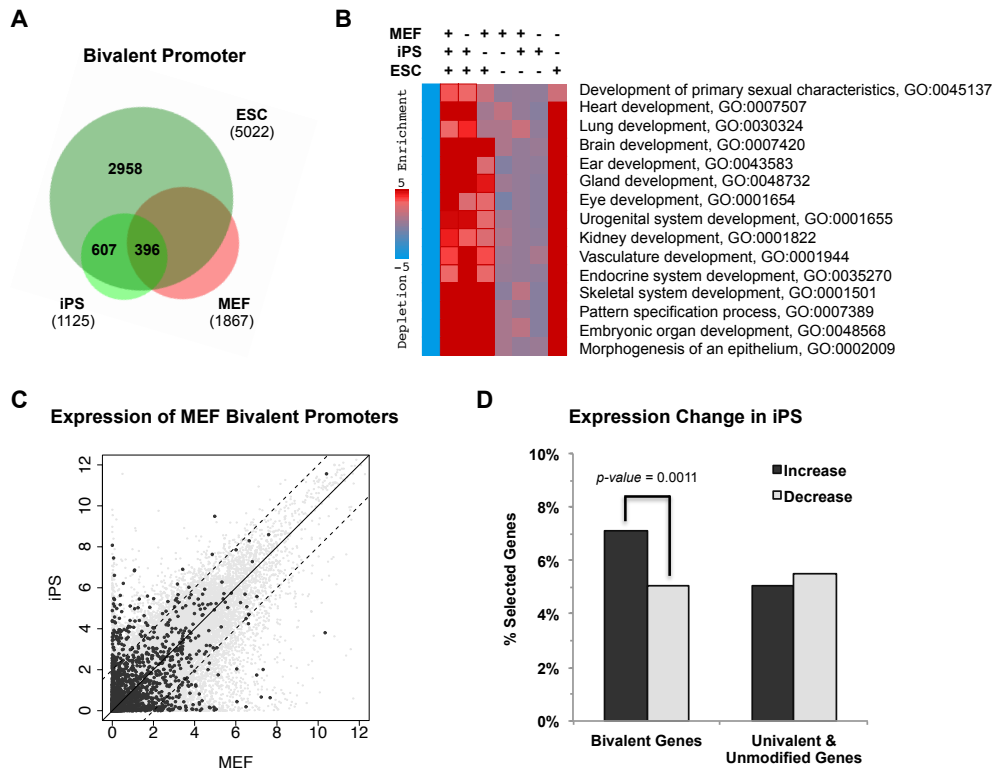

### Supplementary Figure 5. ESC-like bivalent promoter modification is incompletely established in iPS.

- (A) Overlap of bivalent genes identified by peak detection in ESCs, MEFs, and iPS cells.
- (B) GO enrichment in bivalent genes shared or unique in ESCs, MEFs, and iPS cells. Presence and absence of promoter bivalency in certain cell types is denoted by “+” and “-”, respectively. Red, over representation. Blue, under representation.
- (C) Comparison of global gene expression profiles between MEFs and iPS cells. Black dots, MEF bivalent genes identified by peak detection. dashed line, cut-off of two-fold (log2) expression differences between MEFs and iPS cells.
- (D) Percentage of genes with expression increases (black) or decreases (grey) in iPS cells. MEF bivalent genes, 1,867 genes with both K4me3 and K27me3 modifications at promoters. MEF univalent & unmodified genes, 30,714 genes modified with either K4me3, K27me3, or neither of the two modifications at promoters.  $p\text{-value} = 0.0011$  by Fisher’s exact test (one-sided).

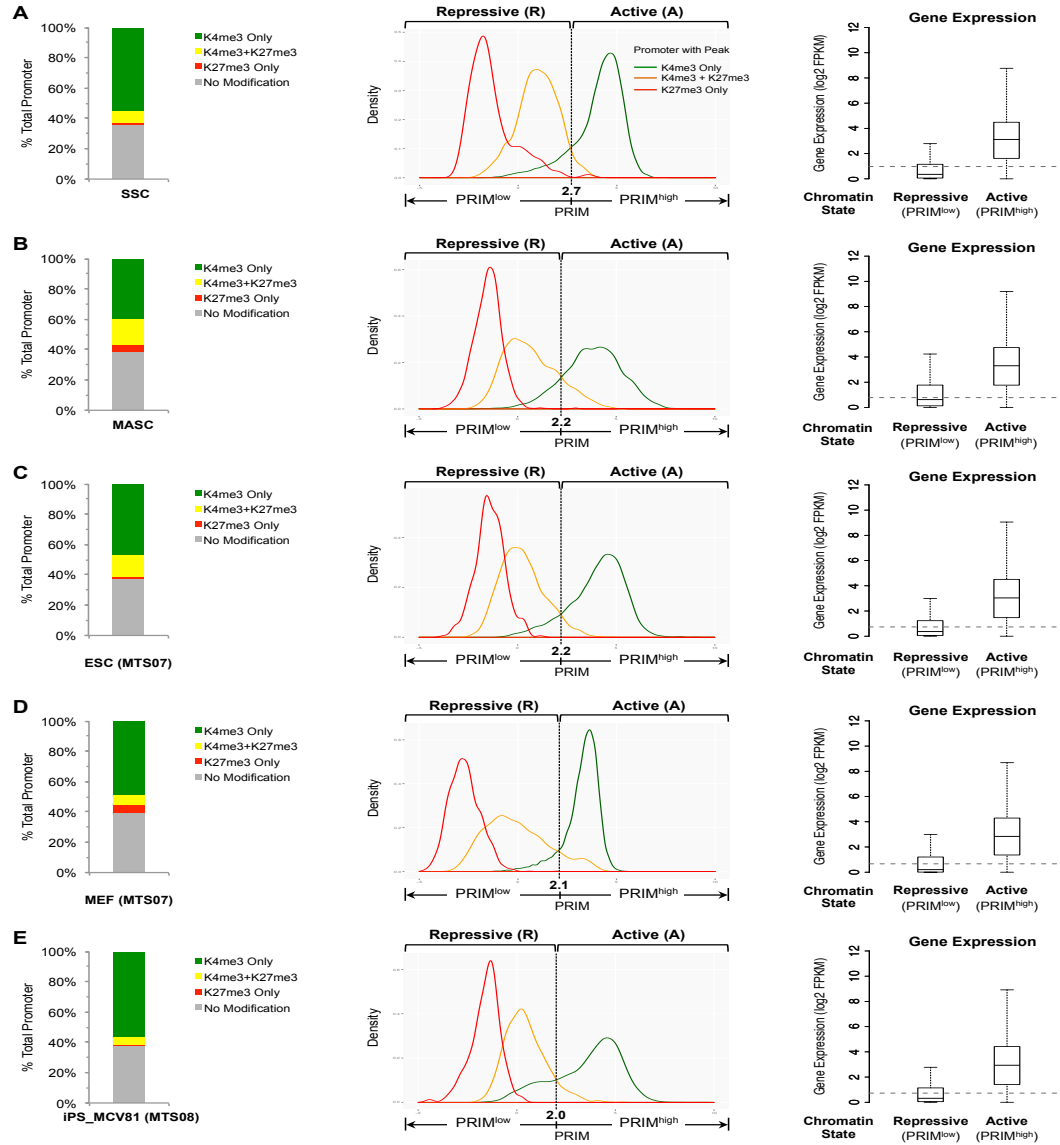

**Supplementary Figure 6. Distinguishing active and repressive promoter chromatin states by PRIMs in (A) SSCs, (B) MASCs, (C) ESCs, (D) MEFs, and (E) iPS.**

Based on peak detection results at promoters, all genes were assigned to each of four histone modification categories as in Figure S4A (left). Probability density distribution of PRIMs was made for each of the three categories, K4me3 only (green line), K4me3+K27me3 (yellow line), and K27me3 only (red line), and cut-off value between K4me3 and K4me3+K27me3 or K27me3 groups was selected by the crossover between K4me3 and K4me3+K27me3 plot (dashed line). X-axis, PRIMs. Y-axis, probability density. Cut-off value, SSC=2.7, MASC=2.2, ESC=2.2, MEF=2.1, iPS=2.0 (middle). Expression of genes in promoter chromatin states delineated by active (above PRIM cut-off) and repressive (at or below PRIM cut-off) marks is shown in boxplot (Right). The bottom and top of the boxes indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles, the central bars indicate medians and whiskers indicate non-outlier extremes. Dashed line, median expression value of all genes.

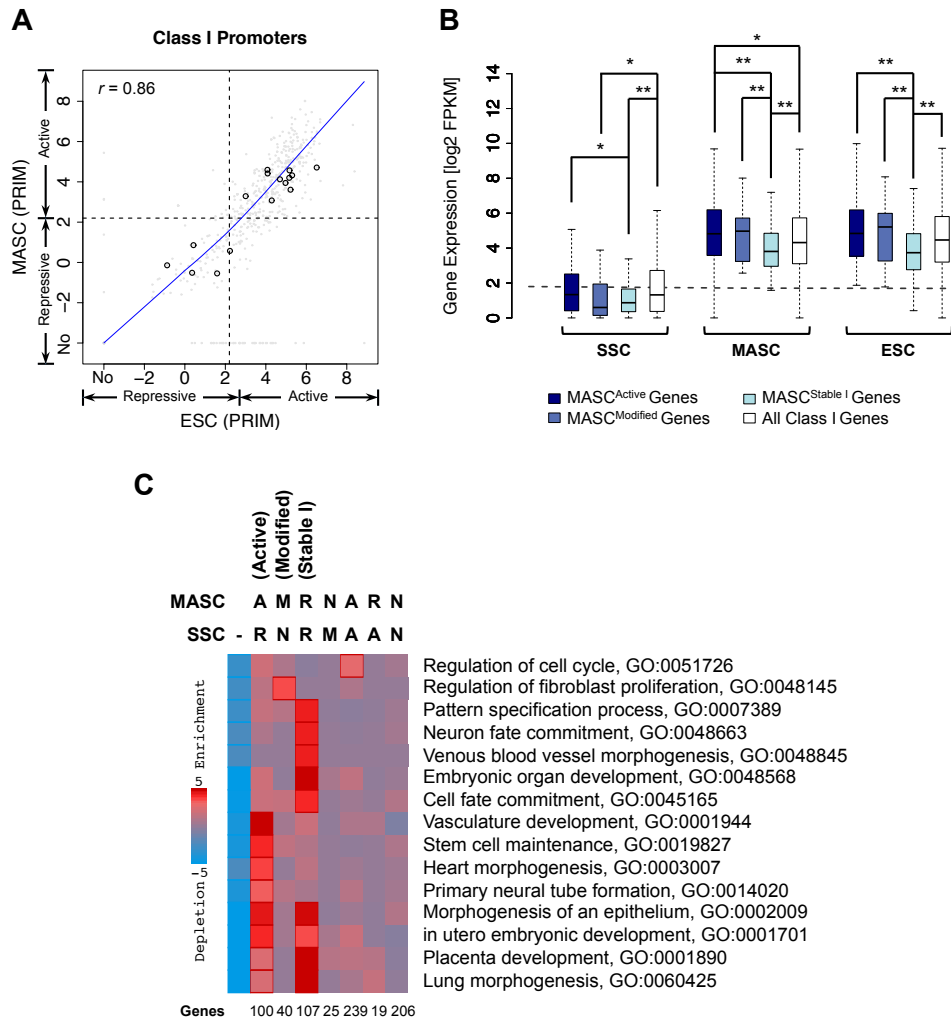

**Supplementary Figure 7. Promoter chromatin states, transcriptional activities, and biological functions of genes activated during reprogramming of SSCs (Class I).**

- (A) Comparison of chromatin states (PRIMs) between ESCs and MAScs for all class I promoters (grey dots). X-axis, PRIMs from ESCs. Y-axis, PRIMs from MAScs. Black dots, class I example genes displayed in Figure 3A. Dashed black line, cut-off between active and repressive chromatin states. Dark grey line, optimal curve fits to all class I promoters.  $r$ , correlation coefficient with all class I promoter PRIMs.
- (B) Transcriptional activities of selected gene subsets. Genes are grouped by promoter PRIMs as in Figure 4A. The bottom and top of the boxes indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles, the central bars indicate medians and whiskers indicate non-outlier extremes.  $p$ -values were calculated using Wilcoxon tests. \*\*,  $p$ -value < 0.01. \*,  $p$ -value < 0.05. Dashed line, median expression value of all genes.
- (C) GO enrichment in all Class I genes. Genes are grouped by promoter PRIMs as in Figure 4A. A, Active chromatin state. R, Repressive chromatin state. M, Histone modification (K4me3 or K27me3) identifiable. N, Histone modification (K4me3 or K27me3) unidentifiable. Bottom, number of genes in each group.

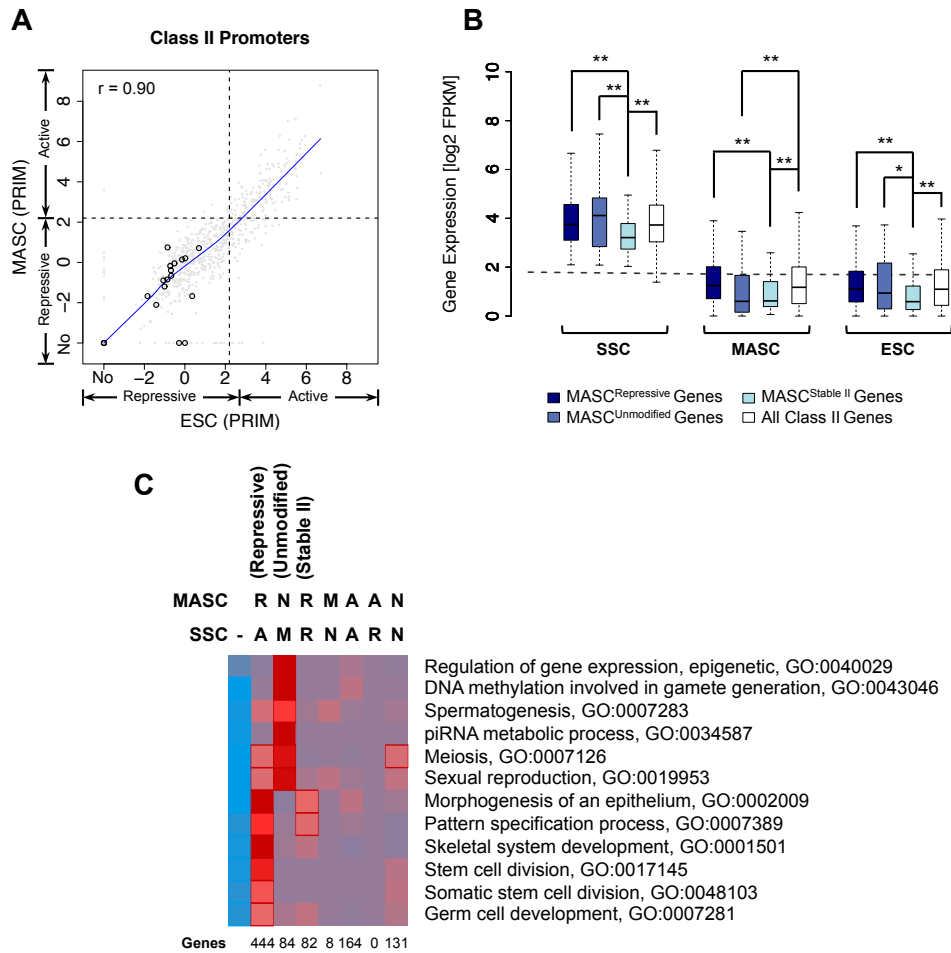

### Supplementary Figure 8. Promoter chromatin states, transcriptional activities, and biological functions of gene repressed during reprogramming of SSCs (Class II).

- (A) Comparison of chromatin states (PRIMs) between ESCs and MAScs for all class II promoters (grey dots). X-axis, PRIMs from ESCs. Y-axis, PRIMs from MAScs. Black dots, Class II example genes displayed in Figure 3A. Dashed black line, cut-off between active and repressive chromatin states. Dark grey line, optimal curve fits to all class II promoters.  $r$ , correlation coefficient with all class II promoter PRIMs.
- (B) Transcription activities of selected gene subsets. Genes are grouped by promoter PRIMs as in Figure 4C. The bottom and top of the boxes indicate the 25<sup>th</sup> and 75<sup>th</sup> percentiles, the central bars indicate medians and whiskers indicate non-outlier extremes.  $p$ -values were calculated using Wilcoxon tests. \*\*,  $p$ -value < 0.01. \*,  $p$ -value < 0.05. Dashed line, median expression value of all genes.
- (C) GO enrichment in all Class II genes. Genes are grouped by promoter PRIMs as in Figure 4C. A, active chromatin state. R, repressive chromatin state. M, histone modification (K4me3 or K27me3) is identifiable. N, histone modification (K4me3 or K27me3) is unidentifiable. Bottom, number of genes in each group.

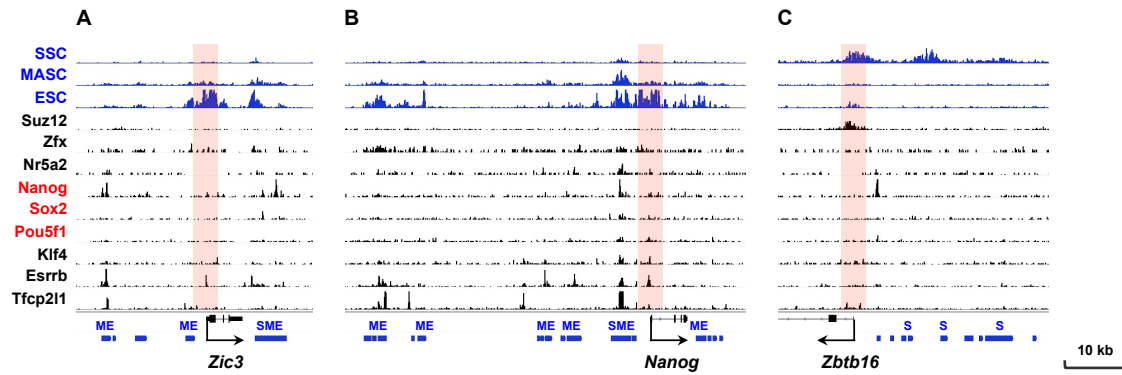

**Supplementary Figure 9. K27ac modification in different cell types (blue) and transcription factor enrichment in ESCs (black) at selected genes. (A) *Zic3* (Class I, MASC<sup>Active</sup>). (B) *Nanog* (Class I, MASC<sup>Modified</sup>). (C) *Zbtb16* (Class II, MASC<sup>Repressive</sup>). Core pluripotency regulators (Pou5f1, Sox2, Nanog) are highlighted in red. Pink region, Promoter. Blue bar at bottom, enhancer. ME, enhancers active in both MASCs and ESCs. SME, enhancers active in SSC, MASCs and ESCs. S, enhancers active only in SSCs. K27ac and transcription factor track range, 0 – 1.**

### SSC Bivalent Promoters (PRIM) in Different Cell Types

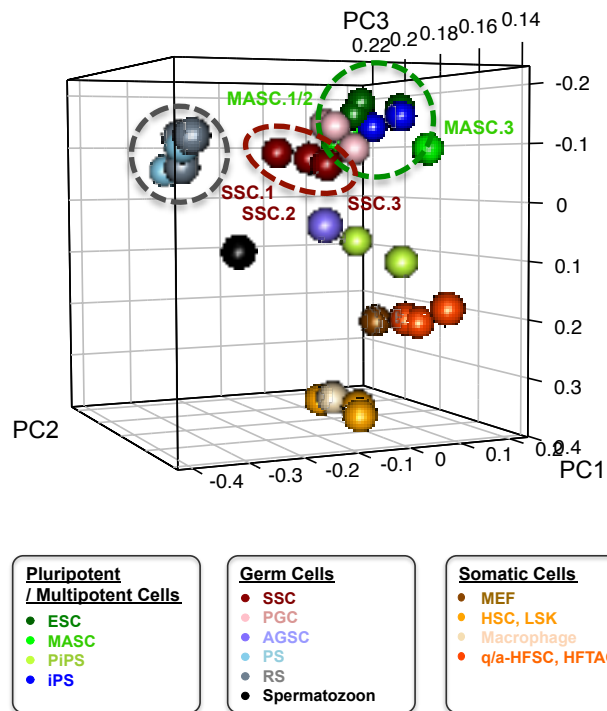

**Supplementary Figure 10. 3D PCA plot based on PRIMs of all promoters with K4me3+K27me3 bivalent histone modifications in SSCs.** For SSCs, iPSCs, and MEFs, only in-house data were analyzed. Different cell types are distinguished by colors as in Figure 1.

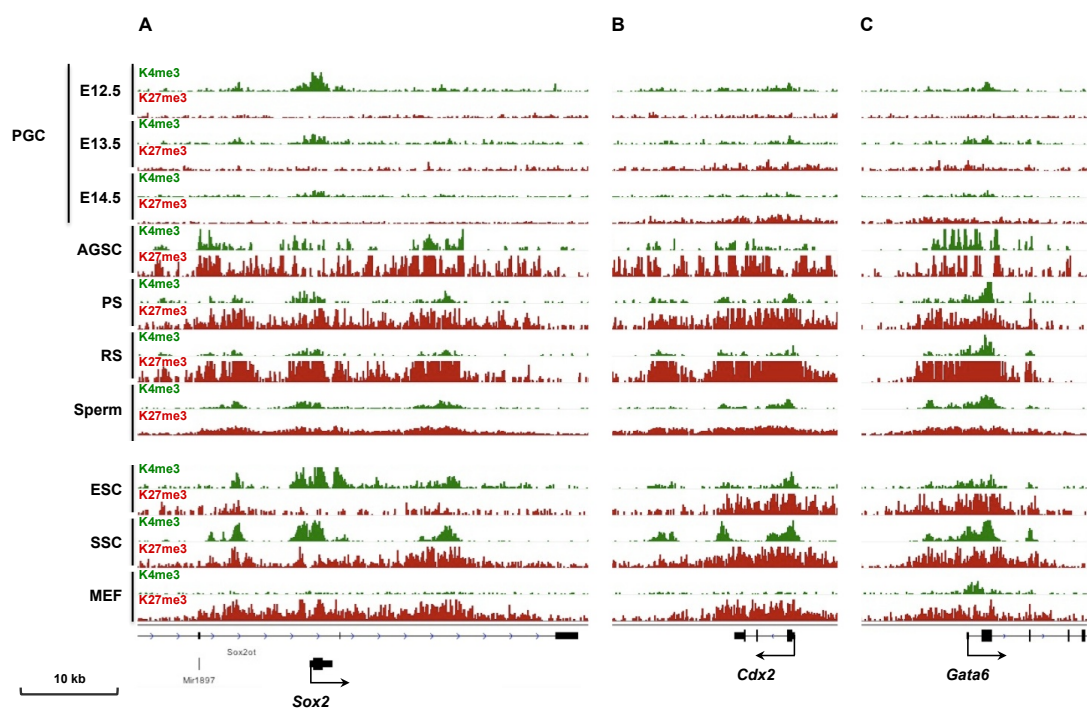

**Supplementary Figure 11. Histone modifications at selected genes in different types of germ cells.** Green, K4me3 modification. Red, K27me3 modification. K4me3 track range, 0 – 1. K27me3 track range, 0 – 0.5.

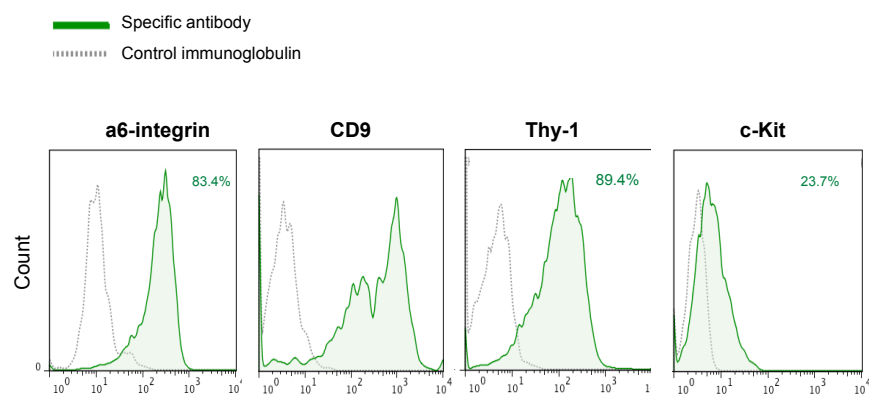

**Supplementary Figure 12. Analysis of SSC cell surface marks by flow cytometry.**

How the deposited data were processed for this re-analysis (not part of the article)

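RNA was sequenced from 4 SSC lines, 6 MASC lines, 2 ESC lines, 2 iPS cell lines, 2 HSC cultures and 1 MEF sample, and 1 processed file per sample was used. Each file is a Cufflinks table with 1 row per RefSeq transcript. The authors deposited an FPKM for each transcript, made with TopHat alignment to mm9, the exclusion of PCR duplicates and of reads mapping to more than 1 place, and Cufflinks with upper-quartile and GC-normalization. Beside each FPKM, the authors deposited the confidence bounds and the coverage that Cufflinks gave for the transcript; this coverage is a signal in reads per base that is not normalized to a stated total. The files hold no read counts, so no counts were inferred and no tool for counts was used. ChIP-seq data were not analysed here. Promoter groups, bivalent genes and enhancer types were taken from Supplementary Data 4, Supplementary Data 5 and Supplementary Data 6.

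Condition and replicate of each sample were taken from the sample labels, and genetic background from Supplementary Data 1. Depth was known from the total reads in Supplementary Data 1, which range from 33891562 (MASC.2) to 69997354 (iPS.1), and from the ratio of coverage to FPKM, which was between 1.26 and 3.23 reads per base at 1 FPKM. A transcript at 0.1 FPKM therefore rests on few reads, and differences between values under 1 FPKM were not read as changes in expression by themselves. In 9 of the 17 files the transcript with the highest FPKM was Mir6236, of 123 bases. Cufflinks gave no estimate for Col1a1 in the MEF sample, where it is listed with an FPKM of 0. Col1a1 was therefore left out of the fibroblast markers, and its value was kept as 0 in the correlations. In some files Cufflinks marked a few genes (Inpp5d, Eif3j1, Cep250 and others) as failed, and their values were kept as listed.

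Of the 33262 rows in each file, 601 are further loci of a RefSeq transcript, and the 32661 rows with 1 row per transcript were analysed. This choice was made after the files had been seen. The paper states 32,581 unique transcripts. Values were used as log2(FPKM + 1), that is with a pseudocount of 1, without a further normalization and without a filter on low values. The cell types were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend) in a fit over the 12 SSC, MASC and ESC lines, with the line as the unit. For the number of transcripts that differ among the cell types, a log2 difference of at least 2 and a raw p under 0.05 in any pair were required, as the methods state. For the counts in each direction, the p-value was adjusted by the method of Benjamini and Hochberg. The transcripts past the threshold were clustered by centroid linkage on centred correlation, and the classes are the largest clusters at the first cut where the 2 largest each hold at least 10% of the transcripts.

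Similarity was measured with Pearson's r over all transcripts and tested across lines with an exact sign-flip permutation test. For single genes, lines were compared with an exact permutation test beside limma. Bivalent and other transcripts were compared with Fisher's exact test. Promoter groups and enhancer sets were compared by the difference of medians with a permutation test across transcripts (100000 resamples, smallest p 1e-05). The available parts of Supplementary Data 4 and Supplementary Data 6 are cut off, the former in alphabetical order, so both sides of each comparison were limited to the part present. For iPS cells and MEF, no p-value was required of a transcript, since there is 1 MEF sample.

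The genes named in the text were chosen by a rule set before the files arrived. They are every gene the paper names in its text or in Figs 2f, 3a, 4g and 5c for expression or chromatin state in these cell types, and the 5 transcripts in each direction with the largest log2 difference between MASC and SSC lines among those past the threshold with no overlap between lines. A gene with several transcripts is given by the one with the highest mean FPKM over the 12 lines. Positions are those in the files, on mm9, counted from 1.

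The alternatives tried were a pseudocount of 0.1, a filter for an FPKM of at least 1 in at least 2 samples, quantile normalization, a log2 difference of at least 1, eBayes with a trend and robust estimation, 1 row per gene symbol, a fit over all 17 samples, blocks for the replicate number and the genetic background, the other kind of p-value, Spearman's rho, means in place of medians, other definitions of the classes and gene sets, and each line left out in turn. Replicate numbers recur across cell types, but no source states that they pair lines of one origin, so the block was an alternative and not the main setting. The limma step was tested on simulated data in which 200 transcripts were changed by a log2 difference of 3: 188 of them (94%) were recovered, with 0 false calls. The class step assigned 100% of simulated transcripts to their true class, and 4.5% of 200 tests without a difference had a p under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps, and statmod 1.5.0 for the robust estimation.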

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

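Of 204 groups of SSC or MASC lines that were tested, each for 1 gene named in the text or for the similarity of the lines, 19 held a line that lay far from all others of its cell type. Chance gives about 10.2 such groups. On the log2(FPKM + 1) scale, the flagged values in SSC lines were 0.13888 for Fgf4 in SSC.3, 0.061444 for Nanog in SSC.2, 2.3847 for Utf1 in SSC.2, 3.5768 for Nanos3 in SSC.2, 0.72176 for Wnt4 in SSC.4, 4.8201 for Ets1 in SSC.4, 0.0049384 for Myc in SSC.3, 3.5593 for Nfkb1 in SSC.3 and 6.674 for Egr4 in SSC.2. In MASC lines they were 5.2416 for Gdf3, 2.0446 for Stat5a, 5.2606 for Nfkb1 and 5.7794 for Dnmt3l in MASC.1, and 2.4355 for Wt1, 1.0528 for Dlx3, 1.1601 for Hoxb13, 1.1306 for Nkx2-5, 2.0569 for Tcf12 and 2.792 for Tfcp2l1 in MASC.2. All 10 flags among MASC lines fell on MASC.1 (4) and MASC.2 (6), the OG lines, and none on MASC.3 to MASC.6. In SSC lines Fgf4 and Nanog were at most at 0.101 FPKM, so their flags concern values at the limit of what the depth can show. MASC.1 has the highest share of fibroblast transcripts and MASC.2 the lowest number of reads (33891562), and no test separated these properties from the background of the lines, so no explanation of the flags was tested.

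The log2 difference between MASC and SSC lines depended on the genetic background for 3 of the genes named in the text, by an interaction term in limma adjusted over these genes. For Olig2 the difference in OG lines minus that in 129mix lines was -3.9231 (adjusted p = 0.011), with log2(FPKM + 1) values of at most 0.16 in the OG lines of both cell types and of 4.26 and 3.81 in the 129mix lines MASC.3 and MASC.4. The OG line ESC.1 had an FPKM of 1.84 for Olig2, so the gene is not silent in all lines of that background. For Pax7 it was 1.5828 (adjusted p = 0.018), and SSC.4, at 2.12, was above SSC.1 (0.65) and SSC.2 (0.34). For Dppa5a it was -3.5647 (adjusted p = 0.011), with SSC.4 at 2.67 against 5.42 and 5.23 in SSC.1 and SSC.2. The 129mix background has 1 SSC line, so background cannot be told apart from that line for Pax7 and Dppa5a. For Olig2 the difference lies among the MASC lines. No technical or biological explanation of these differences was tested.

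In SSC lines, transcripts of whole chromosomes were shifted together. For each transcript with a mean FPKM of at least 5, the log2 value in a line was compared with the median of the other lines of its type and set against the other chromosomes. The median shift was 0.54421 for chromosome 6 and 0.27303 for chromosome 19 in SSC.2, 0.36316 for chromosome 1 and 0.4515 for chromosome 8 in SSC.3, and 0.38058 for chromosome 19 in SSC.4. The threshold of 0.2 was set after looking at the values, and the paper does not report on chromosomes. Shifts of at most -0.2 were as frequent (5 of 76 chromosomes tested in SSC lines). In MASC lines, 2 of 114 reached 0.2, namely chromosome 7 in MASC.2 at 0.213 and chromosome 19 in MASC.3 at 0.228. After a fit on GC content, transcript length and expression level, 36.3% was left of the former and 111% of the latter. Without transcripts higher in MEF, 102% and 100% were left. The other line of the same background showed 76.9% of the former shift and -3.10% of the latter. Among the technical explanations for the SSC lines, transcripts drawn by chance from the other autosomes gave a shift as large in a share of 1e-05 of draws for every flagged chromosome, the smallest share that 100000 draws can give. After the fit on GC content, length and level, at least 95.827% of each shift was left. Without transcripts higher in MEF, at least 101.81% was left. For a strain variant against the reference, SSC.1, the other OG line, showed at most -29.288% of the shifts of SSC.2, that is the opposite direction, but SSC.3 and SSC.4 have no second line of their background, so a strain variant was not tested for them. The prediction on the strain was made only after the result was seen, and the others after the shifts had been noticed but before their tests were run. An extra copy of the chromosome in some or all cells was predicted, before this test was run, to shift each of 4 segments of every flagged chromosome by at least 0.2, and the smallest segment was at 0.089807, on chromosome 19 of SSC.2, so that prediction failed for the set as a whole. Taken one by one, after the result was seen, the segments were between 0.482 and 0.630 for chromosome 6 in SSC.2, between 0.278 and 0.474 for chromosome 1 in SSC.3 and between 0.390 and 0.504 for chromosome 8 in SSC.3, while chromosome 19 failed in both SSC.2 and SSC.4. An extra copy in long-term cultured cells may remain as a hypothesis for chromosomes 6, 1 and 8 only, and the files hold no DNA data to test it.

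Transcripts of fibroblast markers, listed before the files arrived, were present in several lines. Over 19 markers, the median percent of the value in the MEF sample was 20.091 in MASC.1, 14.706 in SSC.3, 7.918 in ESC.1 and 5.8399 in SSC.1, all above the 5% chosen after looking at the values. It was between 0.2013 and 2.98 in the other SSC, MASC, ESC and iPS lines. The paper does not report on these transcripts. If the signal came from RNA of MEF feeder cells, the markers would keep the rank order they have in MEF, and the lowest Spearman rho across markers between a line and MEF was 0.62281. RNA from feeder cells is therefore a candidate explanation. The test separates it poorly from other sources, since the HSC samples, which grew on endothelial cells, had a rho of 0.623 and 0.707 and a median percent of 9.88 in HSC.2. Differentiated cells in the cultures would give the same markers and were not tested, so they cannot be told apart from feeder cells.

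In HSC samples, mast cell transcripts were among the highest of all. Tpsb2 had an FPKM of 25048 in HSC.1 and 11721 in HSC.2, ranking 1 and 2 among all transcripts, and the highest value of any mast cell marker in the other cell types was 18.0. The paper does not report on these genes. Mast cells among the cultured cells were predicted, only after these values had been seen and with a marker list also made then, to bring the median of 11 mast cell markers to more than 10 times that of 10 HSC markers in both samples. The smaller of the ratios was 77.575 (HSC.2) and the other 1011 (HSC.1). Mast cells in the culture are a candidate explanation, but culture conditions that induce these genes in progenitors were not tested, and the share of such cells was not estimated. The correlations with HSC samples are therefore correlations with these cultures, and may differ from those with HSCs free of mast cell transcripts.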

How the results depend on the processing

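The tests, the main settings and all alternatives in this part were chosen before the processed files arrived, except the restriction to 1 row per transcript and the alternatives without transcripts at least 4-fold higher in MEF and with all rows of the files, which were chosen after seeing the data. With all rows of the files, 1672 transcripts differed among SSCs, MASCs and ESCs in place of 1651, and without the transcripts higher in MEF 1639 did.

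The comparisons of SSC lines with MASC, ESC and iPS lines, of bivalent genes, of promoter groups and of enhancer sets kept their direction and their side of the threshold under every alternative, although for MEF bivalent genes p rose to 0.0497 in Fisher's exact test without iPS.2. For the similarity of SSC lines, the side of the threshold was fixed by the design. With 4 lines the exact sign-flip permutation test cannot give a p under 0.05. The odds ratio of SSC bivalent genes still depended on the list of genes, from 4.81 to 2.06 when both marks were required in at least 2 SSC data sets.

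With a pseudocount of 0.1, 4378 transcripts differed among the cell types, 1265 were higher and 1954 were lower in MASC than in SSC lines, and the classes held 1716 and 2662 transcripts. The smaller pseudocount stretches differences between values under 1 FPKM, where the depth is lowest, which could explain the added transcripts. With a log2 difference of at least 1, these counts were 6289, 1972, 3137, 2453 and 3836, as a lower threshold admits smaller differences.

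The 5 transcripts that differed between MASC and ESC lines became 48 with the raw P, 2 in the fit over all 17 samples and 2 with the replicate block. With the replicate block, which takes up degrees of freedom, 1709 transcripts differed among the cell types, 511 were higher and 614 lower in MASC than in SSC lines. Leaving out lines, the count between MASC and ESC ran from 5 to 25 across the 12 fits that each left out one line, the highest counts coming with 1 ESC line. The 2 ESC lines limit how small a difference this comparison can detect. With the same 2 ESC lines and criterion, 565 transcripts were higher and 767 lower in ESC than in SSC lines. These counts argue against the lack of replicates as the only reason for the low count, although smaller differences may be missed. The similarity of MASC lines to ESC and iPS lines against MEF and HSC samples ran from 0.14923 to 0.16555 across the 17 analyses that each left out one sample; with 5 MASC lines the exact permutation test cannot give a p under 0.0625.

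For single genes, 3 of 1414 values under an alternative reversed. Usf2, at 0.134, ran from -0.028959 to 0.25718 across the fits that each left out one line, with the lowest value without SSC.2. Gata4, at 0.301, ran from -0.10835 (without SSC.3) to 0.66789 (without SSC.4), and was at -0.0095346 without MASC.2. Neither gene differed between the cell types in the main analysis. Of the other values for single genes, 1342 kept their direction and side of the threshold, 46 became weaker and 23 stronger. Egr1, with a log2 difference of -2.45, was past the threshold in the main analysis but not with the replicate block (-1.97, adjusted p = 0.12 from limma) or the strain block (-1.47, adjusted p = 0.10), nor in 8 of the 10 fits that each left out one line (-2.96 to -2.22 over all 10), which could come from its spread among MASC lines.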

Differences from the paper's values

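With the main settings, the counts of differing transcripts and of the classes were equal or close to the paper's. The paper's 1,651 differentially expressed genes were recovered as 1651 transcripts. This equality depends on the restriction to 1 row per transcript, which was chosen after the files had been seen; with all rows of the files the count was 1672. Class I held 743 transcripts against the paper's 738, and class II 908 against the paper's 913; no setting gave the paper's counts exactly, and assigning classes by the sign of the difference gave 737 and 914. The files hold 32661 unique transcripts against the paper's 32,581.

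The paper names Rfx1 among regulators that lose expression in MASCs. In the files, the log2 difference of Rfx1 between MASC and SSC lines was -0.83 (adjusted p = 0.086 from limma), and its log2(FPKM + 1) in MASC lines was 3.39 ± 0.38 (SD, n = 6). Rfx1 did not pass the adjusted threshold with a pseudocount of 0.1 (-0.88), quantile normalization (-0.65), the replicate block (-0.72) or the strain block (-0.498). Of the 10 fits that each left out one line, it passed in 1, without SSC.2 (-1.18, adjusted p = 0.0048).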

Other observations

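The number of transcripts that differ between MASC and SSC lines was set against other splits of the 10 lines into groups of 6 and 4. Of 210 possible splits, 100 were drawn, the real one included. In 1 of the 100, the real one, as many transcripts differed as in the real split (1262), and the same held for the transcripts higher (1 of 100) and lower (1 of 100) in MASC lines; the other splits gave at most 2 transcripts. For SSC bivalent genes, 25 of the 100 splits gave an odds ratio of increases against decreases as far from 1 as the real split. The 24 other splits among these rest on fewer transcripts, with a median of 9 and at most 23 bivalent transcripts past the threshold, against 47 in the real split. Over all 99 other splits the median was 0. An odds ratio on so few transcripts easily lies far from 1. This count of splits therefore cannot decide whether the odds ratio of the bivalent genes stands out from other groupings.

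Transcripts higher in SSC lines than in MASC and ESC lines (class II) could come from MEF feeder cells in the SSC samples. In that case most of them would be at least as high in MEF, and 8.9207% were. The prediction was written before this test was run, and the explanation accounts for few of these transcripts at most.

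Each MASC line of the OG or 129mix background had a higher r with the ESC line of its own background than with the other, by at least 0.014473. This is what a shared genetic background predicts, and the prediction was written before this test was run. Each background has a single ESC line, so background cannot be told apart from the line. For MASC.1 and MASC.2 the test restates the pattern it was set to explain. The Rosa lines also had a higher r with ESC.2, of 0.975 (MASC.5) and 0.968 (MASC.6), against 0.959 and 0.961 with ESC.1. A higher r with ESC.2 thus also occurs without a shared background. The fibroblast transcripts shared by MASC.1 and ESC.1 may contribute.

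SSC.1 and SSC.3 had a higher r with MASC.1 and MASC.2, and SSC.2 and SSC.4 with MASC.3 to MASC.6. Genetic background would bring both OG lines, SSC.1 and SSC.2, nearer to the OG lines MASC.1 and MASC.2, but in SSC.2 the difference in r was -0.019439. Without transcripts at least 4-fold higher in MEF, 66.039% of the summed differences was left. Transcripts that RNA from MEF feeder cells would raise less were kept, so this value cannot bound its share. The median percent of the MEF value over the fibroblast markers was 5.84 in SSC.1 and 14.7 in SSC.3, against 0.279 in SSC.2 and 2.14 in SSC.4. A property of the library, seen in the spread of the ratio of coverage to FPKM, would give SSC.4 a narrow spread, and its spread was 4.1381%, the widest of the SSC lines. The predictions on background and library were made only after the pattern was seen. Background and library do not account for the whole pattern, and the part of feeder RNA remains undecided. No biological explanation beyond the background was tested.

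A retained paternal imprint from the germline was predicted, before this test was run, to make H19, Meg3, Rian and Mirg lower in every MASC line than in both ESC lines. This held for 2 of the 4, Rian (0.52 to 19.9 FPKM in MASC lines, 75.5 and 51.1 in ESC lines) and Mirg (0.082 to 2.80 against 15.7 and 7.77), so the prediction as a whole failed. Meg3 was below both ESC lines in 5 MASC lines and H19 in 4. Paternally expressed genes with a maternally methylated control region were not part of this prediction. Of these, Mest, Peg10, Plagl1, Impact and Magel2 were higher in every MASC line than in both ESC lines. Peg3, Snrpn, Zrsr1, Nnat, Kcnq1ot1 and Ndn were not. After the result was seen, the short transcripts present in ESC lines and at 0 in MASC lines were examined. Of these 4, 3 are on chromosome 12. All 3 lie between Dlk1 and Dio3, and 3 of the 3 spliced transcripts of that region (Meg3, Rian and Mirg) had a lower median in MASC than in ESC lines. A retained imprint in that region may explain this, as a hypothesis. Against it, the same short transcripts were at 0 in both iPS cell lines, which are not derived from the germline and which also had less Meg3 (5.84 and 6.09 FPKM), Rian and Mirg than both ESC lines, and the short transcripts are under 100 bases, where Cufflinks has few fragments to estimate from. A loss of expression of this region in culture was not tested and cannot be told apart from a retained imprint.

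The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were low in ESC.1, with 0.78 FPKM for Eif2s3y against 45.4 in ESC.2. A line with 2 X chromosomes and no Y chromosome would have higher X-linked expression, and the median shift of X-linked transcripts in ESC.1 against ESC.2 was 0.30617, above the 0.2 that was predicted after the Y-linked values were seen. This may reflect the sex of the line, which the labels do not give, and loss of the Y chromosome with another cause of the X shift was not tested.

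In MASC.2, the same genes had 12.2%, 5.87%, 7.59% and 6.38% of their median in MASC.3 to MASC.6. The presence of 2 X chromosomes without a Y would raise X-linked transcripts, and their shift was -0.15504. For dilution by RNA from female MEF feeder cells, the median percent of the MEF value over the fibroblast markers was 2.9806, far below the share needed. For a lower depth of the library, transcripts of similar level kept 91.63% of their value. Loss of the Y chromosome in part of the cells was predicted, after the result was seen, to lower the 4 genes to within 2-fold of each other, and the highest ratio was 2.0804 times the lowest, just outside. The predictions for MASC.2 other than that on depth were made only after the values were seen. Whether MASC.2 lost its Y chromosome in most cells cannot be decided from these values, and no explanation tested accounts for them. MASC.1, the other OG line, was not part of the reference. It had 4.61 FPKM for Ddx3y, 16.5 for Eif2s3y, 0.946 for Kdm5d and 1.84 for Uty. These values lay below those of MASC.3 to MASC.6 and above those of MASC.2. Lower Y-linked values are thus not confined to MASC.2, and no explanation was tested for MASC.1.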
